# Training associated alterations in equine respiratory immunity using a multiomics comparative approach

**DOI:** 10.1038/s41598-021-04137-3

**Published:** 2022-01-10

**Authors:** Anna E. Karagianni, Dominic Kurian, Eugenio Cillán-Garcia, Samantha L. Eaton, Thomas M. Wishart, R. Scott Pirie

**Keywords:** Biological techniques, Biotechnology, Cell biology, Computational biology and bioinformatics, Immunology, Molecular biology, Diseases

## Abstract

Neutrophilic airway inflammation is highly prevalent in racehorses in training, with the term mild to moderate equine asthma (MMEA) being applied to the majority of such cases. Our proposed study is largely derived from the strong association between MMEA in racehorses and their entry into a race training program. The objectives of this study are to characterise the effect of training on the local pulmonary immune system by defining the gene and protein expression of tracheal wash (TW) derived samples from Thoroughbred racehorses prior to and following commencement of race training. Multiomics analysis detected 2138 differentially expressed genes and 260 proteins during the training period. Gene and protein sets were enriched for biological processes related to acute phase response, oxidative stress, haemopoietic processes, as well as to immune response and inflammation. This study demonstrated TW samples to represent a rich source of airway cells, protein and RNA to study airway immunity in the horse and highlighted the benefits of a multiomics methodological approach to studying the dynamics of equine airway immunity. Findings likely reflect the known associations between race-training and both airway inflammation and bleeding, offering further insight into the potential mechanisms which underpin training associated airway inflammation.

## Introduction

During the early phase of training, racehorses commonly develop airway inflammation. Prevalence rates as high as 70–80% have been reported^1–4^, and generally reduce as training progresses^5,6^. This airway inflammatory response, when associated with poor athletic performance and/or chronic coughing has been termed Mild to Moderate Equine Asthma (MMEA)^4,7^. Although the precise aetiopathogenesis of MMEA remains undefined, proposed aetiological candidates have included both infectious (bacteria and viruses) and non-infectious (organic dust) agents; indeed, some cases may be attributable to a combination of infectious and non-infectious factors acting in concert^4^. In relation to infectious factors, the reported association with the early training period may reflect an initial period of susceptibility with the subsequent temporal establishment of immunity. Although entry into race training may result in increased exposures to airborne infectious and non-infectious agents, it is also associated with a significant increase in exercise intensity and frequency. The well recognized association between high intensity exercise and symptoms of respiratory infection amongst human athletes has fueled interest in the impact of training on immune function^8,9^. Despite localization of inflammation to the airways in MMEA^7^, few studies have assessed the influence of training on immune cell function specifically at this anatomical site, a key consideration in light of the recently reported disassociation between the response of blood derived equine monocytes and alveolar macrophages (AMs) to training^10–13^. Both an exercise-associated reduction in equine AM phagocytic capacity^14^ and a training-associated derangement in the responsiveness of equine AMs to various TLR ligands have been reported, theoretically reflecting increased susceptibility to opportunistic infection^10^. In agreement, we recently demonstrated a training-associated alteration in equine AM basal gene expression, and confirmed a degree of immunomodulation at the level of the airways^12^. Consequently, there appears to be sufficient justification for further defining the link between training and airway immunity.

This study was designed to further expand upon and adapt our previously published observations, through targeting TW-derived cells from a larger number of horses and adopting a more rigorous study design and extensive analytical approach (RNAseq and proteomics). The adopted analytical approach was selected primarily to further define the mechanisms underpinning training-associated immunomodulation in racehorses, with the added potential of allowing further characterization of training-associated airway diseases and identify disease- and/or disease susceptibility-associated biomarkers and/or novel therapeutic targets.

Thus, the principle objective of the study was to investigate the impact of entry into race training on airway immune function. The “open window” theory, reflecting a temporal association between intense training and increased susceptibility to opportunistic infection, is well recognized within the field of human exercise immunology^8,15^ and may explain the association between increased tracheal mucus (a marker of MMEA) and both time in training and the isolation of *Streptococcus zooepidemicus* and non-haemolytic streptococci from respiratory tract secretions of racehorses in training^6^. Such supportive information has the capacity to inform management practices which, in light of the inherent necessity for episodes of high speed exercise within a training regimen, are likely to focus on either opportunistic pathogen avoidance schemes and/or novel immunomodulation strategies.

We hypothesised that intense training has a significant impact on the respiratory immune response of racehorses and that a combined transcriptomics and proteomics approach would further elucidate the specific immunological downstream molecular cascades impacted by this activity. In order to address the above hypotheses, we studied the gene expression profile of tracheal wash (TW)-derived cells and the proteomic profile of whole TW samples derived from UK national hunt Thoroughbreds, both before and after entry into a training schedule. Furthermore, as the racing Thoroughbred offers an ideal model for the study of the impact of exercise it was considered that the results of this study may have significant translational application to the increasing body of evidence relating to human exercise immunology.

## Results

### Cell recovery and populations

The present study used a series of 32 horse-derived TW samples from 16 Thoroughbred racehorses at two time points (T0-resting period, T1-training period) and an average of 10.8 × 10^6^ (± 1.9) cells per sample were isolated, consistent with previously reported data^16,17^. None of the animals had clinical signs of respiratory disease or a history of poor performance. Results of the differential cell counts (DCC) are shown in Fig. 1. Although a slightly greater neutrophil and lymphocyte percentage was detected in samples obtained from horses during the training period, there was no significant difference between groups for all immune cells in the DCC. As expected, a remarkable increase of haemosiderophages was reported during training. Since all samples were collected from racehorses, the presence of haemosiderophages in these samples was predictable, as almost all racing Thoroughbred horses will bleed to varying degrees into the airways^18^.

**Figure 1:**
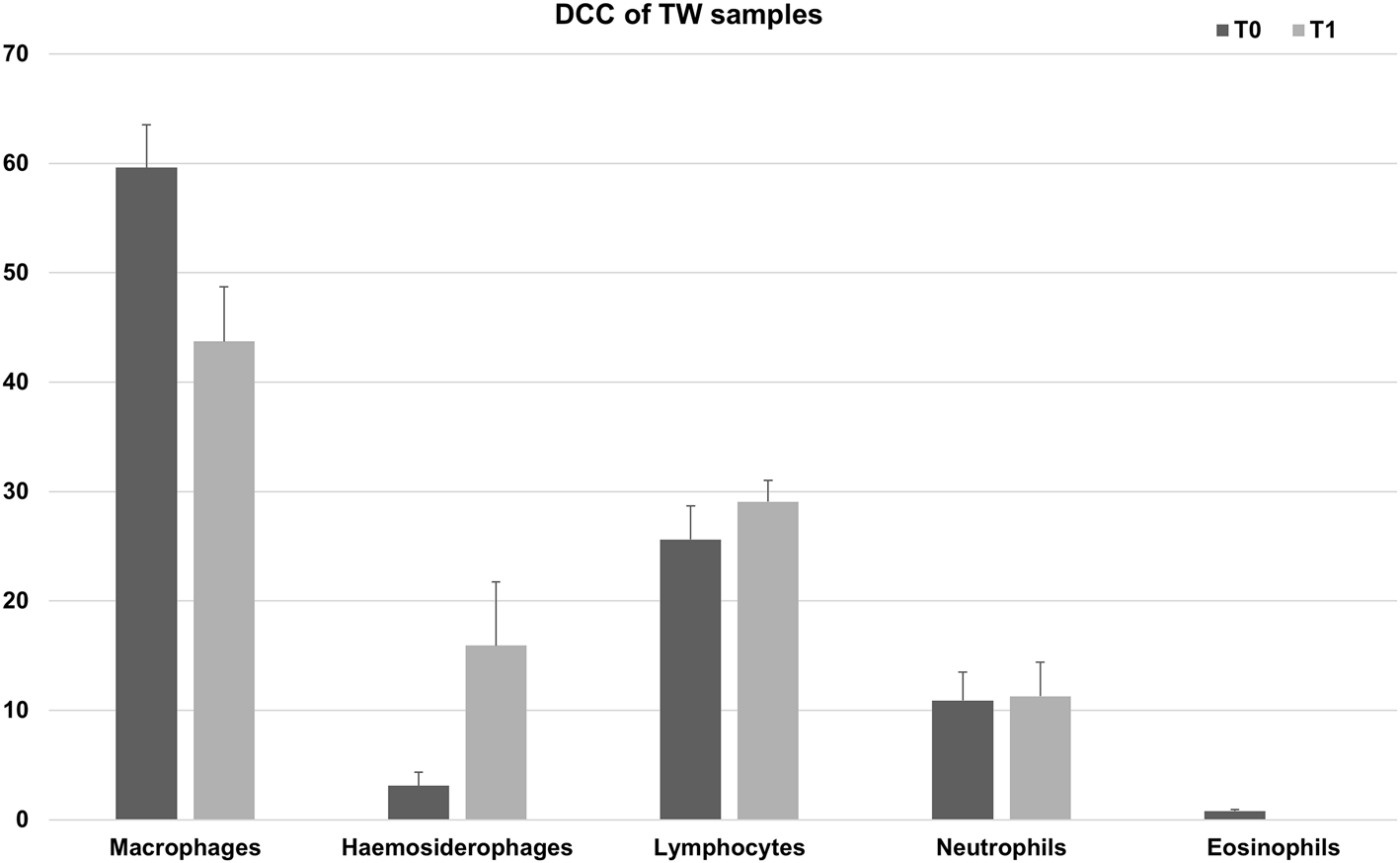
Tracheal wash cytology. Percentages (mean + SEM %) of macrophages, haemosiderophages, lymphocytes, neutrophils and eosinophils in the TW samples of 16 Thoroughbred racehorses during resting (T0) and training (T1) period. Note, the macrophage ratio represented the ratio of macrophages without phagocytosed haemosiderin; consequently, the decrease in the ratio of macrophages at T1 reflected the increase in the proportion of macrophages containing haemosiderin (i.e. haemosiderophages) at this time point.

### Intense training-induced gene expression in equine tracheal wash derived cells

Whole-transcriptome profiling (RNAseq) was performed on TW derived cells from 16 Thoroughbred racehorses prior to (T0) and approximately 2.5 months following entry into an intense training program (T1). 

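RNA was sequenced from TW derived cells of 16 horses at T0 (rest) and again at T1 (training), with 1 library per horse and time point and 32 libraries in all. A tracheal wash (TW) samples free cells of the tracheal lumen, so each library mixes immune cells with shed epithelium. The mean of 27 ciliated epithelium markers ranged from 7.78 to 11.7 across the T0 libraries and from 7.75 to 11.7 across the T1 libraries, on a log2 scale. The mean of 17 neutrophil markers ranged from 8.22 to 9.32 at T0 and from 8.32 to 10.5 at T1. The authors quantified trimmed reads with kallisto 0.46.0.1 on transcripts of the EquCab3.0 genome and summarised them per gene. The table analysed here is titled as raw counts, but its values are on a log2 scale, already adjusted for library size, and pulled toward the mean of the gene where expression is low. The transformation is not named in the sources used here, and the table holds no counts, so the depth each library reached cannot be read from it (the paper's methods state 1 depth for all samples). A fold change on this scale understates the change of a gene with low expression. The time points were compared within each horse with limma, and p-values were adjusted by the Benjamini-Hochberg method over genes with a mean log2 value of at least 3. Errors of fold changes are standard errors (SE), and values at a time point are means ± SD over 16 horses.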

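The table lists 21357 genes in each of the 32 libraries, of which 1899 were at 0 in every library and 5510 carried no gene symbol. The median log2 value of a tested gene lay between 8.80 and 9.15 in the T0 libraries and between 8.79 and 9.15 in the T1 libraries. Of the 19458 genes with values, 14643 reached a mean log2 value of 3 and were compared between T0 and T1.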

A total of 21,357 equine genes were identified, and the reads were quantified to identify those that were differentially expressed between the two timepoints (Fig. 2). Intense training produced a radical change in equine gene expression, with 2138 differentially expressed genes (1122 upregulated and 1016 downregulated) being identified between the two time points. 

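Of 14643 tested genes, 930 changed between T0 and T1 in the TW derived cells of 16 horses. Of these, 569 were upregulated and 361 downregulated at T1 (61.2% upregulated). All 16 horses were in training at T1, and by the paper's account they were stabled then but mostly at pasture for T0. Training can therefore not be told apart from housing or time in this comparison. PCOLCE2 (ENSECAG00000020485), which enhances collagen processing, was among the most upregulated genes, with a log2 fold change of 1.24 (SE 0.15, adjusted p = 0.00156), and was higher at T1 in 16 of 16 horses. Adrenomedullin (ADM) rose by 1.00 on the log2 scale (adjusted p = 0.00344) and the heat shock gene HSPA6 by 0.85 (adjusted p = 0.00441), each in 16 of 16 horses. Among downregulated genes, the proliferation gene MKI67 had a log2 fold change of -0.99, SGO2 of -0.91, CENPF of -0.89 and SMC4 of -0.83. HDAC9, another downregulated gene, had a log2 fold change of -0.82 (SE 0.16, adjusted p = 0.0191) and was lower in 15 of 16 horses. The smallest adjusted p in limma was 0.00156, and 4169 genes had an unadjusted p under 0.05 where 732 would by chance. PCOLCE2, ADM, HSPA6 and HDAC9 are among 74 genes that passed in each of the 16 fits that leave out 1 horse. MKI67 passed in 8 of these fits, SGO2 in 10, CENPF in 4 and SMC4 in 5. The size of the gene list depended on single horses: it ran from 77 genes without horse 6 to 1847 without horse 9, and 11 of the 16 fits moved it by more than 1.5 times. The unpaired fit, with no replicate block, called 15 genes, and 25 passed without the 3 High N horses. Without horses 1, 14, 15 and 16, a set chosen after the values were seen, no gene passed in limma, with 2065 at an unadjusted p under 0.05. With the means of neutrophil, T cell and ciliated epithelium markers as covariates none passed either, with 1039 at an unadjusted p under 0.05, so every gene named for training lost its call in these fits. In the covariate fit all 930 genes kept their direction, and their median absolute log2 fold change was 0.31 (median SE 0.144) against 0.46 (median SE 0.116). Shifting all libraries to one median gave 519 genes, 84.0% of them upregulated.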

We defined differentially expressed genes to be those showing up- or downregulation following intense training with a false discovery rate (FDR) below 0.05. The complete lists of mapped genes and differentially expressed genes are presented in the supplemental material (Supplementary Data 1). Figure 3 summarizes the differentially expressed genes using a false discovery rate (FDR) of < 0.05 and a fold change of 1.5. These included chemokines related to immunoregulatory and inflammatory processes (*CCL2*, *CCL17*), genes related to cell proliferation (*AFAP1L2*), signal transduction (*NOTUM*, *DKK1*, *CSPG4*), immunomodulation (*SPI2*, *SIGLEC15*), oxidative stress (*DEPP1*), tissue remodelling (*MMP9*, *PCOLCE2*), as well as IFN stimulated genes (*ISG15*). 

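At an adjusted p under 0.05 and a fold change of at least 1.5, 191 genes changed, with 112 upregulated and 79 downregulated at T1. Among genes with a mean log2 value of at least 7, large increases in this set included TG (0.96), GSTA4 (0.90) and ZFR2 (0.85), all log2 fold changes. Large decreases included CENPE (-0.87), ASPM (-0.83), KIF15 (-0.79) and TOP2A (-0.77), which act in cell division. Of the 16 fits that leave out 1 horse, TG passed in 4, GSTA4 in 4, ZFR2 in 6, CENPE in 5, ASPM in 7, KIF15 in 6 and TOP2A in 5. The prostaglandin synthase gene PTGS2 had a log2 fold change of -0.77 (SE 0.18, adjusted p = 0.0338) and was lower in 16 of 16 horses; it passed in 9 of the 16 fits that leave out 1 horse (adjusted p up to 0.0711 without horse 6). The count at both thresholds ran from 33 without horse 6 to 390 without horse 9, and 13 of the 16 fits that leave out 1 horse moved it by more than 1.5 times.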

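CCL17 (ENSECAG00000000054) rose from 5.47 ± 0.74 at T0 to 6.72 ± 0.91 at T1 on the log2 scale, a log2 fold change of 1.24 (SE 0.18, adjusted p = 0.00441), and was higher in 15 of 16 horses. CCL2 (ENSECAG00000023949) had a log2 fold change of 1.08 (SE 0.22, adjusted p = 0.0191) and was higher in 13 horses. ISG15 (ENSECAG00000001324) was 11.53 ± 0.62 at T0 and 12.69 ± 0.79 at T1, a log2 fold change of 1.15 (SE 0.20, adjusted p = 0.0101), and was higher in 14 horses. MMP9 (ENSECAG00000013081) was 8.14 ± 0.64 at T0 and 9.23 ± 1.01 at T1, a log2 fold change of 1.09 (SE 0.24, adjusted p = 0.0270), and was higher in 14 horses. PCOLCE2 was 5.13 ± 1.03 at T0 and 6.37 ± 1.14 at T1. DKK1 had a log2 fold change of 1.11 and DEPP1 of 0.97, and neither passed the adjusted test (adjusted p = 0.0810 and 0.0743). AFAP1L2, NOTUM, CSPG4, SPI2 and SIGLEC15 had a mean log2 value under 3 and were not tested. SIGLEC15 passed without a filter on low values (adjusted p = 0.0465) and in the fits without horse 7 or 9, where it reached the minimum. CCL17, CCL2, ISG15 and PCOLCE2 passed in all 16 fits that leave out 1 horse, and MMP9 in 11 (adjusted p up to 0.0557 without horse 6).

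**Figure D1:**
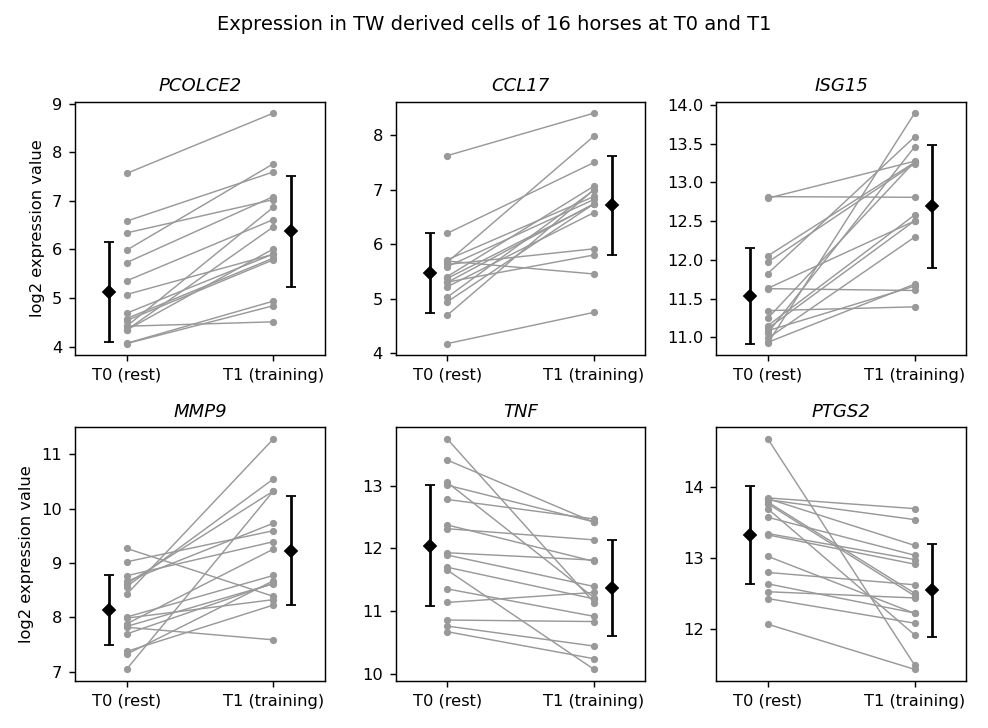
Log2 expression values of 6 genes in TW derived cells of 16 horses at T0 (rest) and T1 (training). Each grey line joins the libraries of 1 horse, and black diamonds with bars show the mean ± SD; PCOLCE2 was higher at T1 and PTGS2 lower in 16 of 16 horses.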

Selected genes which were evaluated by qPCR confirmed their differential expression (Supplementary Data 2).

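In the RNA-seq values of the genes also measured by qPCR, HMOX1 rose (0.78 on the log2 scale, SE 0.20, adjusted p = 0.0352), as did ISG15 and MMP9. TNF fell by 0.68 on the log2 scale (SE 0.17, adjusted p = 0.0352) and was lower at T1 in 15 of 16 horses. Decreases of IL7R (ENSECAG00000010973, -0.41, adjusted p = 0.0645) and IL1A (-0.54, adjusted p = 0.0568) missed the 0.05 threshold in limma, as did another gene annotated as IL7R (ENSECAG00000033707, -0.18, adjusted p = 0.631). HMOX1 and TNF each passed in 7 of the 16 fits that leave out 1 horse. The qPCR values were not analysed here.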

**Figure 2:**
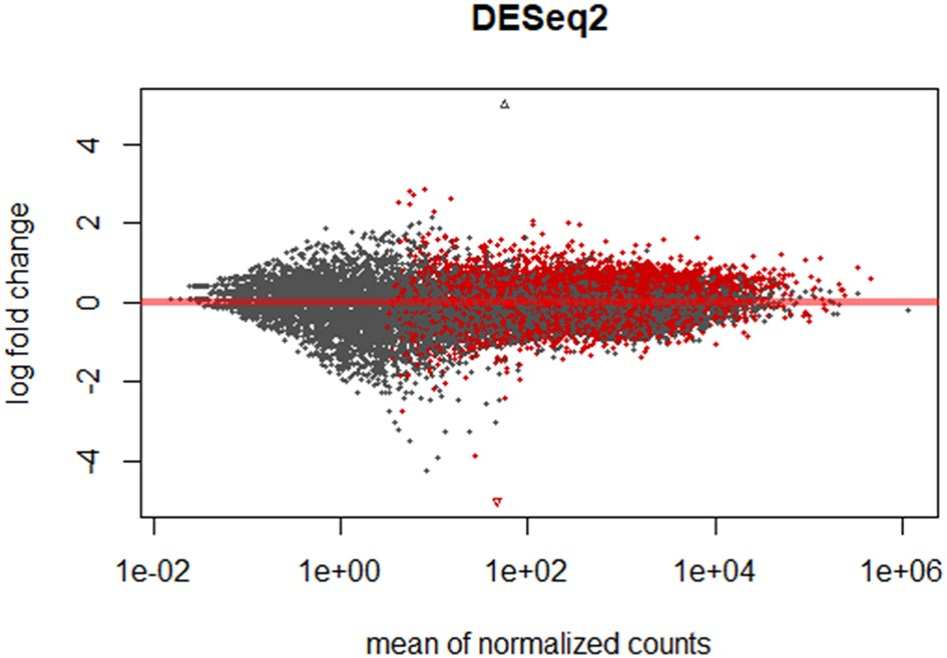
MA plot. The gene expression data visualised as a two-dimensional scatter plot of the log2 ratio of expression values between the two timepoints**.** MA plots show the log-fold change (y axis) (M-values, i.e. the log of the ratio of level counts for each gene between T1 and T0) against the log-average (x axis) (A-values, i.e. the average level counts for each gene across the samples). Each dot represents one gene, and the red colour indicates the 2138 genes identified to be differentially expressed between the two time points using a false discovery rate (FDR) of < 0.05.

**Figure 3:**
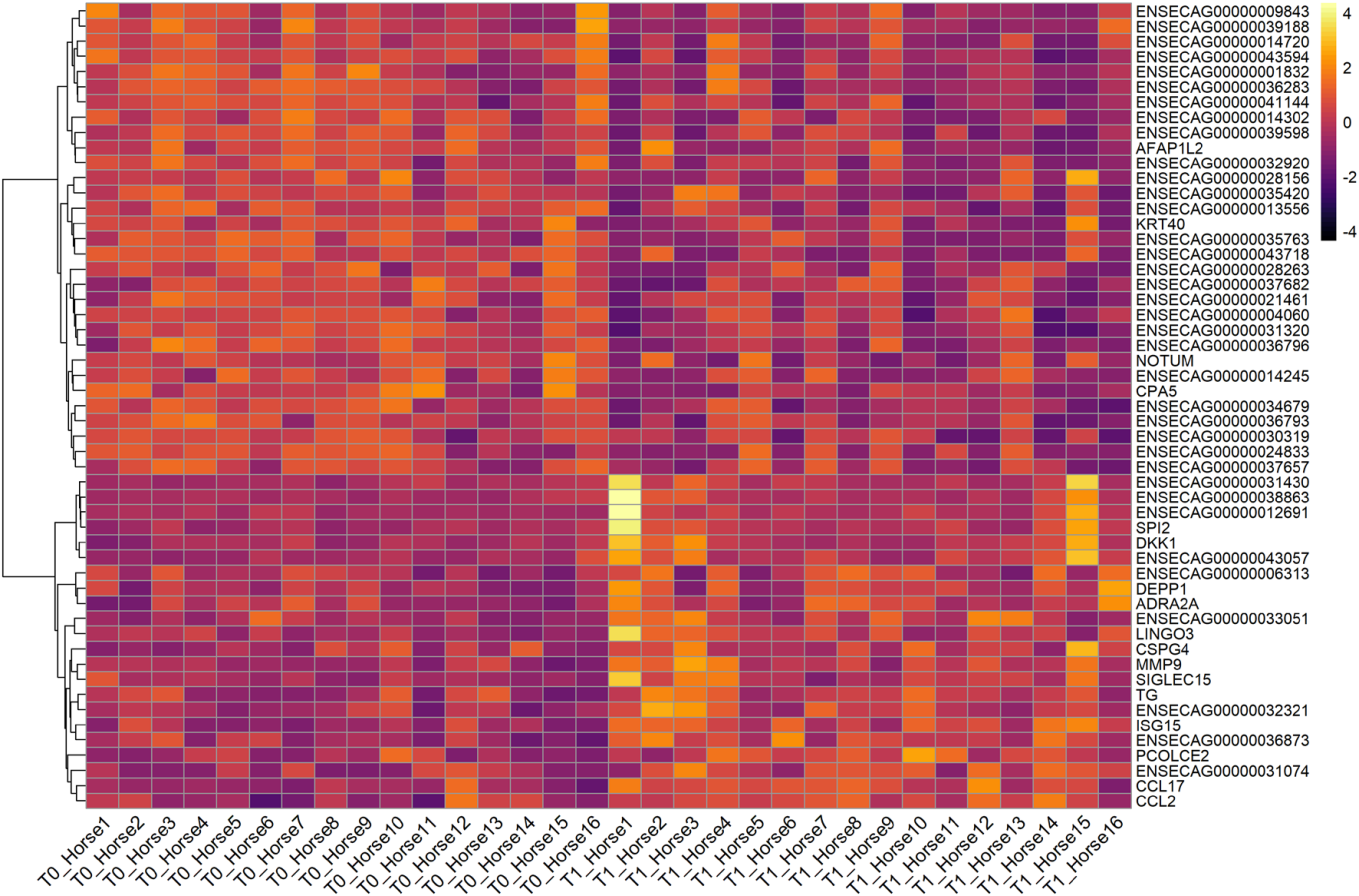
Gene expression of tracheal wash derived cells is modified during intense training. Hierarchical clustering based on normalized gene counts of differentially expressed genes in samples derived from 16 Thoroughbred racehorses at two time points using a false discovery rate (FDR) of < 0.05 and a fold change of 1.5.

### Intense training-induced protein expression in equine tracheal wash samples

In order to expand on the RNA studies, we also defined the airway protein profiles (total proteome) of TW samples, thus revealing the mechanisms which may underpin any alterations in immune function. Protein extraction was successfully performed on TW samples from 13 out of 16 horses. Insufficient protein was isolated from TW samples derived from Horses 7 and 12 at T0 and Horse 3 at T1; thus, these animals were excluded from the proteomic analysis at both time points. An average of 1.6 ± 0.2 (+ SEM) mg protein was isolated from 500 µL of TW per animal. Twenty micrograms per sample were pooled for each time point and samples were processed as described above. In order to visualise the total protein load of all the samples, samples were run on gradient gels and stained with instant blue protein stain, as previously described^17^. Subsequently, protein samples were submitted for proteomic analysis. We identified distinctive protein signatures in the Thoroughbred TW samples in response to training. In total, 802 unique proteins were detected, 260 of which were identified as differentially expressed, based on arbitrary cut-off values of ≥ 1.2-fold change for the upregulated proteins and ≤ 0.8-fold change for the downregulated proteins. Applying these criteria, 103 proteins were upregulated and 157 were downregulated. The complete lists of proteins are presented in the Supplementary Data 3. The 30 proteins with the greatest differential expression in the TW samples during the training period (time point T1), are shown in Supplementary Data 3. These protein’s functions were related to immune response and lung biology and included pulmonary surfactant-associated proteins (SFTPA1, SFTPB), complement factors (CA6, C1R), heat shock proteins (HSPE1), antigen presentation molecules (DRA, PIP), antioxidants (PRDX3, SOD2), haemopoietic factors (HBE1, HBA, FGA, TFRC), protein synthesis (PSMA5, HSPE1, PHB) and apoptosis related factors (GSN). Thirty percent of the proteins detected here were also previously detected from TW samples derived from racehorses^17^.

### Functional analysis of RNAseq and proteomic datasets

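For 510 genes with both a fold change in the RNA of 16 horses and a finite ratio in the paper's protein table, Spearman's rho between the log2 ratios at T1 against T0 was 0.0507 (permutation test, two-sided, p = 0.255). Pearson's r was 0.0587 (p = 0.186). These are correlations across genes, which are not independent replicates. Matching by Ensembl gene instead of gene symbol gave 560 genes, a rho of 0.0716 (p = 0.0893) and an r of 0.0881 (p = 0.0357). The protein ratios are the paper's, from pools of 13 of the horses; with RNA of only these 13 horses rho was 0.0571 (p = 0.198).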

In line with previous observations^19^, the correlation between individual molecular immune transcripts and proteins was low. 

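Of 169 proteins that the paper's table marks as changed and that matched a tested gene, 84 (49.7%) had an RNA change of the same sign. The share was 52 of 70 for proteins higher at T1 and 32 of 99 for proteins lower at T1. RNA was higher at T1 for 119 of the 169 whichever way the protein moved, 74.3% of the proteins that were higher and 67.7% of those lower (Fisher's exact test, two-sided, p = 0.395). Among genes that passed the RNA test, 4 moved in the direction of their protein and 11 in the opposite direction. These counts were 0 and 3 with RNA of only the 13 horses in the protein pools, and 0 and 1 in the unpaired fit with no replicate block. At the RNA level, ENO1 rose by 0.44 (adjusted p = 0.0429) and RPL12 by 0.30 (adjusted p = 0.0482) on the log2 scale, passing in 5 and 3 of the 16 fits that leave out 1 horse. THOP1 (0.43, adjusted p = 0.0643) and TFRC (-0.41, adjusted p = 0.0618) did not pass.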

Interestingly, although analysis of both the RNAseq and proteomic datasets revealed a limited number of gene/proteins with a similar differential expression in response to training (Supplementary Data 3), a clear correlation between the two complete datasets was apparent at both the pathway and cascade level. KEGG pathway and gene ontology enrichment analysis of the upregulated and downregulated genes (Supplementary Data 4) and proteins (Supplementary Data 5) was performed using the Database for Annotation, Visualization, and Integrated Discovery (DAVID) annotation software (https://david.ncifcrf.gov/^20^). These analyses revealed a training associated activation (at the level of both gene and protein expression) of pathways and biological processes involved in acute inflammatory response, immune defence and immune cell activation and differentiation. 

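Acute phase and S100 genes were higher at T1 as a group, with a median log2 fold change of 0.48 over 18 genes, and 12 of 16 horses had a higher list mean. Of these, 2 were upregulated (9 when adjusted over the list alone), including S100A6 (0.62, adjusted p = 0.0494). Neutrophil markers had a median log2 fold change of 0.53 over 17 genes, with 1 upregulated (6 when adjusted over the list alone), namely RETN (0.69), and 12 horses had a higher list mean. Of 14 complement genes none passed in limma, with a median of 0.19. NF-kappaB and TNF early response genes moved the other way, with a median of -0.12 and 3 downregulated against 1 upregulated (8 against 1 when adjusted over the list alone). In camera with a preset correlation of 0.01 the adjusted p was 2.99e-05 for acute phase and S100 genes and 0.000462 for neutrophil markers. Neither kept its call with an estimated correlation, where adjusted p = 0.192 for both. For NF-kappaB and TNF early response genes camera gave adjusted p = 0.0376, and 0.657 with an estimated correlation. Macrophage markers (median 0.12, adjusted p = 0.210), T cell markers (median -0.012, adjusted p = 0.671) and B cell markers (median 0.099, adjusted p = 0.670) did not change as groups in camera. From the pathways of the genes and proteins together, the paper concludes that training activated acute inflammatory and immune cell processes.

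**Figure D2:**
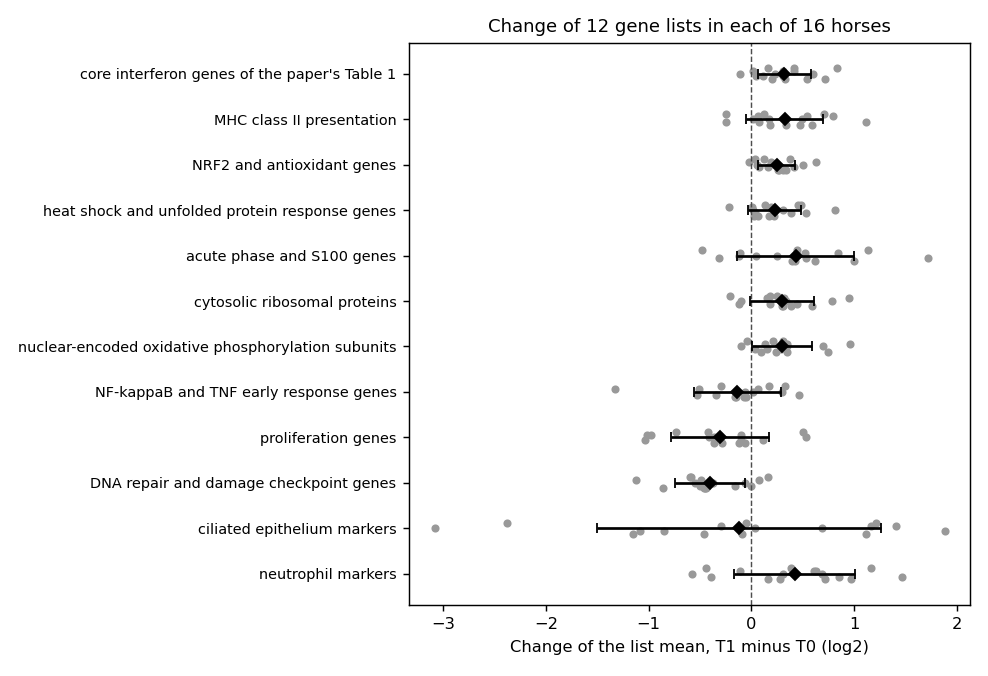
Change of the mean log2 value of 12 gene lists from T0 to T1 (horizontal axis, T1 minus T0). Each grey point is 1 of 16 horses, and black diamonds with bars show the mean ± SD; DNA repair genes fell by 0.40 ± 0.34 on average and neutrophil markers rose by 0.42 ± 0.59.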

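NRF2 and antioxidant genes were higher at T1, with a median log2 fold change of 0.24 over 29 genes and a higher list mean in 15 of 16 horses. Of these, 7 were upregulated (10 when adjusted over the list alone), including SRXN1 (0.57, adjusted p = 0.0101) and PRDX5 (0.56, adjusted p = 0.0377). The 7 also include ROMO1 (0.69), which by the paper's account raises reactive oxygen species. Of 23 genes of heme breakdown and iron handling, 3 were upregulated (5 when adjusted over the list alone), and the median change was 0.00685. The biliverdin reductase gene BLVRB had a log2 fold change of 0.62 (SE 0.11, adjusted p = 0.0101), and the ferritin gene FTL had a log2 fold change of 0.61 (adjusted p = 0.0352). SRXN1 and BLVRB passed in all 16 fits that leave out 1 horse, and FTL in 6. No gene of 7 erythroid genes passed in limma; ALAS2 had a log2 fold change of -0.29 (adjusted p = 0.115). Camera with the preset correlation gave adjusted p = 2.37e-06 for the NRF2 list, and 0.192 with an estimated correlation. The heme list had adjusted p = 0.168 and the erythroid list adjusted p = 0.671.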

Additional pathways which were activated in response to training included metabolic pathways, cellular and oxidative stress-associated pathways and pathways related to heme degradation or haematopoietic abnormalities; these latter pathways likely reflected the higher prevalence of EIPH in horses in training. 

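Of 41 type I interferon-stimulated genes, 11 were upregulated at T1 and none was downregulated (20 and 2 when adjusted over the list alone). Their median log2 fold change was 0.27, and 13 of 16 horses had a higher list mean at T1. IFI27 (0.51) and OASL (0.47) were among the 11 upregulated genes, on the log2 scale. So were ISG15, ISG20, MX1, RSAD2, IRF9, XAF1, TRIM21 and IFI35, which the paper lists as upregulated in the same samples. This list is therefore not independent evidence of an interferon response. Genes induced mainly by interferon-gamma had a median of 0.12 over 17 genes, with 2 upregulated (2 when adjusted over the list alone); the mean was 0.20 for both lists. Camera gave adjusted p = 2.37e-06 for the type I list and 0.00904 for the interferon-gamma list. Neither call held with an estimated correlation, where adjusted p = 0.192 and 0.357. The difference between these lists was not tested.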

Importantly, in the RNAseq dataset, we detected pathways related to viral infection and interferon signalling.

Ingenuity Pathway Analysis (IPA) was also used to functionally assess the list of differentially expressed genes and proteins^21^. Canonical pathway network analysis based on the 2138 differentially expressed genes indicated activation of IFN signalling (Fig. 4). 

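Of the interferon signalling genes, IFI6 had a log2 fold change of 0.41 (SE 0.11, adjusted p = 0.0371), and IFI35 a log2 fold change of 0.42 (SE 0.12, adjusted p = 0.0482). BAX (0.32, adjusted p = 0.0582) and OAS1 (0.27, adjusted p = 0.0572) were higher at T1 without passing the adjusted test. JAK2 had a log2 fold change of -0.40 (adjusted p = 0.0502). IFI35 passed in 4 of the 16 fits that leave out 1 horse (adjusted p up to 0.0955 without horse 16). No gene named IFITM3 was in the table.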

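Nuclear-encoded subunits of oxidative phosphorylation were higher at T1, with 29 of 66 upregulated and none downregulated (34 when adjusted over the list alone). Their median log2 fold change was 0.28, and the list mean was higher in 14 of 16 horses. NDUFB11 rose by 0.51 on the log2 scale and passed in all 16 fits that leave out 1 horse. Genes encoded in mitochondrial DNA had a median of -0.19 over 10 genes and none passed in limma; MT-ND5 had a log2 fold change of -0.29 (adjusted p = 0.317). Cytosolic ribosomal protein genes rose as well, with 32 of 65 upregulated (43 when adjusted over the list alone) and a median of 0.30, including RPS28 (0.78) and RPS9 (0.58). Camera with the preset correlation gave adjusted p = 6.36e-17 for the oxidative phosphorylation list and 6.15e-18 for the ribosomal list, and adjusted p = 0.192 for both with an estimated correlation.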

In line with DAVID analysis, cellular stress-related functions, such as oxidative phosphorylation and mitochondrial dysfunction, as well as those related to the immune response and inflammation were identified as being highly enriched. Interestingly, despite the small overlap between the transcriptomic and proteomic datasets the majority of the Diseases and Biofunctions determined to be enriched by IPA were common between the two datasets; 76.5% of the upregulated and 56.6% of the downregulated molecules (Fig. 5). Full database content for each IPA category and the genes related to this are presented in Supplementary Datas 6 and 7.

**Figure 4:**
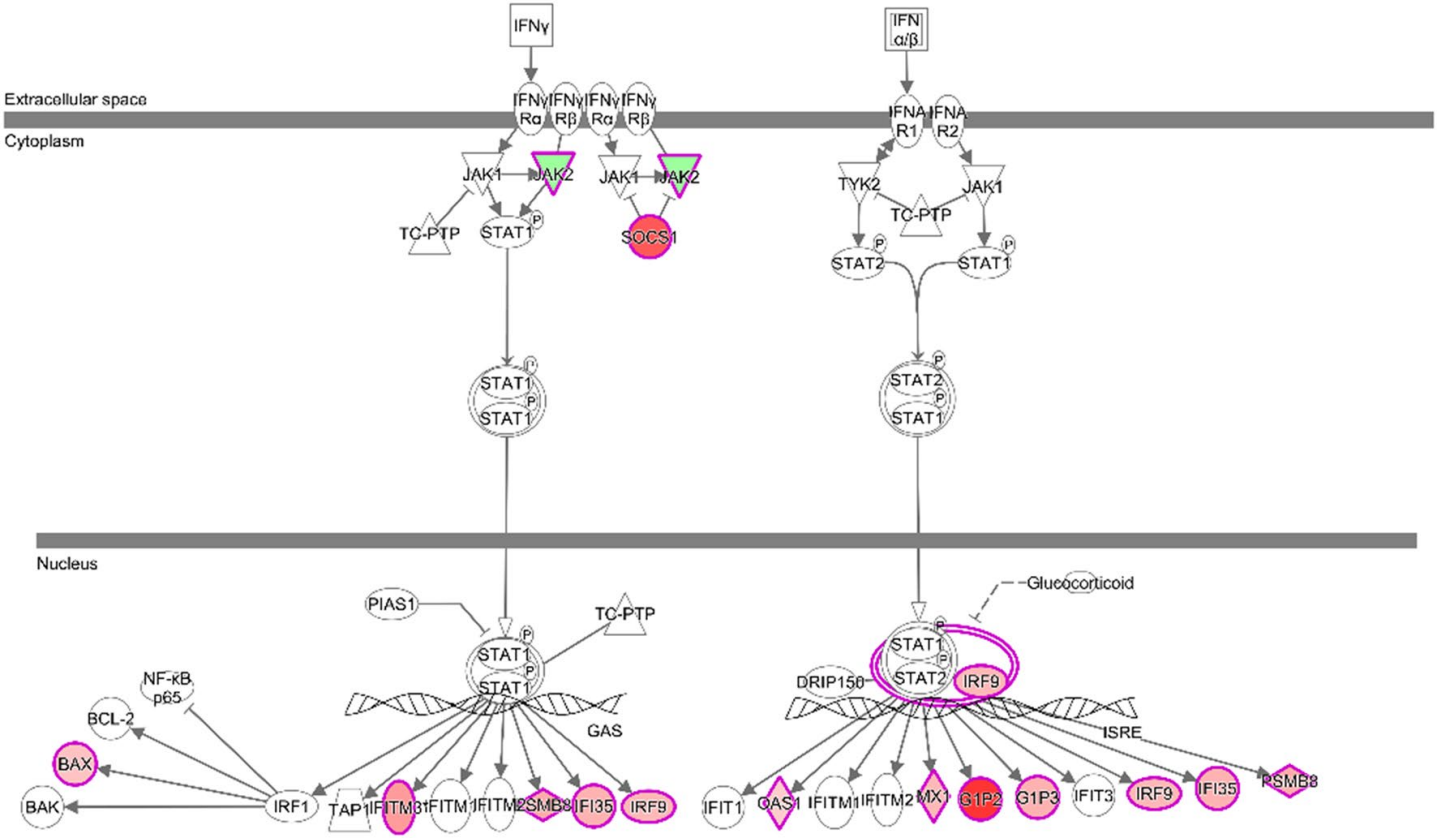
Ingenuity^®^ Pathway Analysis predicted signs of activation of IFN signalling pathway. Ingenuity^®^ Pathway Analysis (IPA) predicted signs of activation of IFN signalling pathway in relation to intense training (z-score = 1.897 and p value = 7.28E−05). A canonical pathway network was derived using IPA by screening 2138 differentially expressed genes in tracheal wash (TW) samples derived from Thoroughbred racehorses before and during training for their impact on IFN signalling. Green shades indicate relative downregulation of genes during training, while red shades indicate relative upregulation. More intense (darker) colours indicate greater increases or decreases.

**Figure 5:**
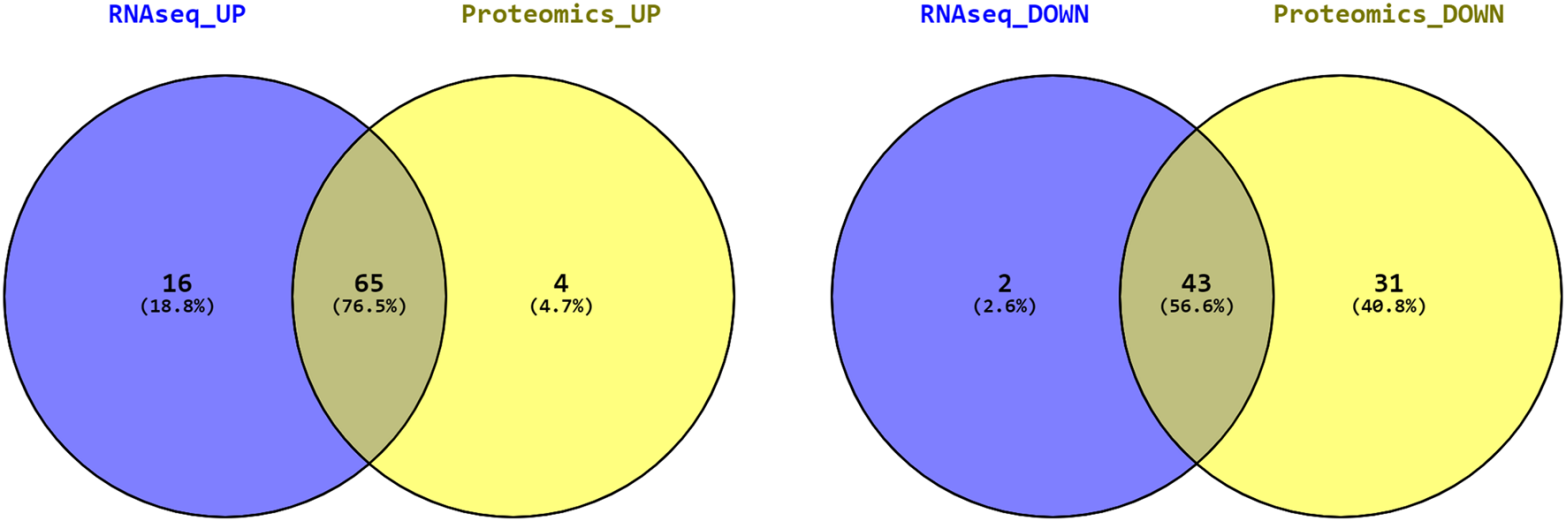
Comparative analysis of main diseases and biofunctions associated with differentially expressed genes and proteins. Comparative analysis of main diseases and biofunctions associated with upregulated and downregulated genes and proteins in response to intense training. Venn diagrams were generated based on the IPA Disease and Biofunction results derived from the upregulated (left panel) and downregulated (right panel) transcriptomic and proteomic datasets.

#### Training-associated immune response on equine respiratory immunity

In line with previous literature in different species, including humans^8^ and horses^10,12^, the current study also supports the principle that the immune system is very responsive to exercise. Functional annotation of the transcriptomic and proteomic datasets revealed a strong association with different immune system processes, including response to infection. These included functions such as antigen presentation (*HLA-DMA*, *HLA-DMB*, *PSMB8*, *PSMB9*, *PSMB10*, *PSME1*, *PSME2*, *TAPBPL*, *DRA*), complement activation, immune cell chemotaxis (neutrophil, monocyte and lymphocyte), viral responses and regulation of IFN signalling (Supplementary Datas 1, 3–5).

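The immunoproteasome gene PSMB9 (ENSECAG00000016898) had a log2 fold change of 0.69 (SE 0.15, adjusted p = 0.0290) and was higher at T1 in 15 of 16 horses. The other immunoproteasome genes also rose on the log2 scale, PSMB8 by 0.45, PSMB10 by 0.43, PSME1 by 0.38 and PSME2 by 0.39, with adjusted p between 0.0299 and 0.0352. HLA-DMA (0.41, adjusted p = 0.0452) and TAPBPL (0.48, adjusted p = 0.0497) passed the test, and DRA (0.32, adjusted p = 0.0843) did not. Of 14 genes of MHC class II presentation, 5 were upregulated (7 when adjusted over the list alone), with a median of 0.35 and a higher list mean in 14 horses; these include DRB (ENSECAG00000020358), with a log2 fold change of 0.53, and CTSL (0.43). Of 15 MHC class I genes, 6 were upregulated both over all genes and adjusted over the list alone, with a median of 0.099. These 6 are PSMB8, PSMB9, PSMB10, PSME1, PSME2 and TAPBPL, which the paper named on the same samples. The class I result is therefore not independent evidence. For class II camera gave adjusted p = 9.48e-06, which became 0.192 with an estimated correlation. For class I it gave adjusted p = 0.00904, which became 0.218 with an estimated correlation. PSMB9 passed in 11 of the 16 fits that leave out 1 horse, PSMB8 in 6, HLA-DMA in 5 and TAPBPL in 4, while DRB passed in all 16. No gene named HLA-DMB was in the table.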

Interferons have diverse functional properties and are involved in numerous biological processes related to host response to infection, inflammation, cancer, autoimmunity and metabolic disorders. Based on the publicly available interferome database (http://www.interferome.org/interferome/home.jspx), we detected the differential expression of several interferon regulated genes and proteins during intense training^22^. Figure 6 shows the Venn diagrams created based on the number of genes or proteins regulated by one or more IFNs (Type I, II or III).

**Figure 6:**
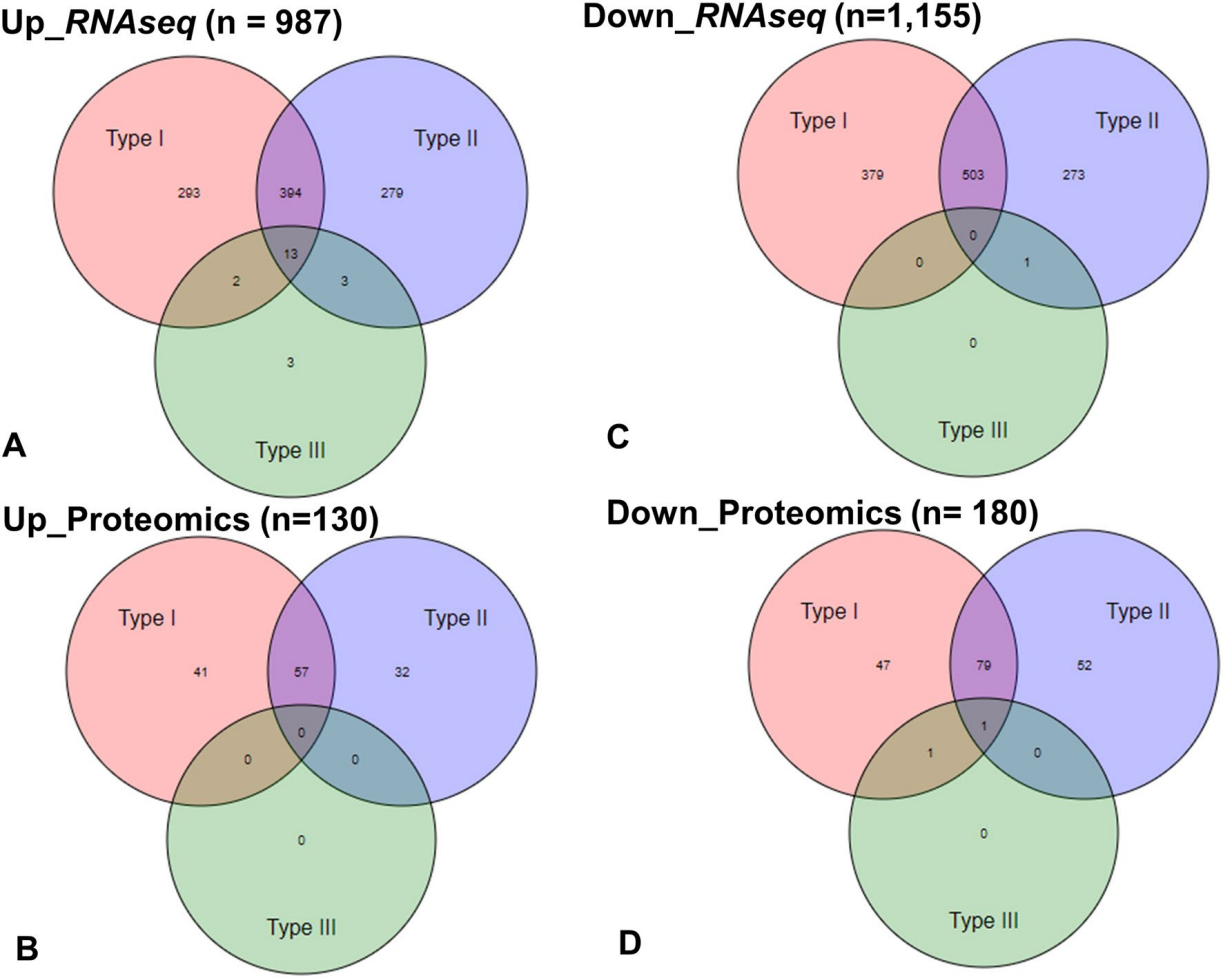
Venn diagram of genes and proteins regulated by IFN types. The Venn diagram shows the number of genes or proteins regulated by one or more IFN type (Type I, II or III). Venn diagrams were generated based on the upregulated genes (**A**), proteins (**B**) and the downregulated genes (**C**), proteins (**D**) during the training period (interferome database). Note there are very few datasets for type III interferons—only twenty datasets from just two human experiments; thus any interpretation of type III interferons should be done with caution (http://www.interferome.org/interferome/home.jspx).

Many of the recently described panel of 90 highly conserved mammalian type 1 interferon-stimulated genes (ISG), were differentially expressed in our data^23^; these genes and a few encoding proteins, most of which were upregulated are presented in Table 1. They are broadly involved in antigen presentation, antiviral response, IFN activation and repression, apoptosis and cell signalling.

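Of 28 measured genes of Table 1, 17 were upregulated and 3 downregulated at T1 (23 and 5 when adjusted over the list alone). Their median log2 fold change was 0.38, and the list mean was higher at T1 in 15 of 16 horses. SERTAD1 (0.70, adjusted p = 0.0199), ISG20 (0.86, adjusted p = 0.0352) and XAF1 (0.31, adjusted p = 0.0429) rose on the log2 scale. The downregulated genes were MORC3 (-0.38), RICTOR (-0.42) and AZI2 (-0.43). TNFSF10 (-0.41, adjusted p = 0.0502) was lower and CMPK2 (0.47, adjusted p = 0.0506) and SHISA5 (0.37, adjusted p = 0.0635) were higher without passing the adjusted test. SERTAD1 passed in all 16 fits that leave out 1 horse, ISG20 in 6, XAF1, MORC3 and RICTOR in 5, and AZI2 in 4. In camera this list had adjusted p = 5.05e-09, and 0.192 with an estimated correlation. The study chose these genes on the same samples, so the list is not independent evidence of an interferon response.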

**Table 1:** Core IFN stimulated genes and proteins differentially expressed during training.

Antigen presentation genes and proteins↑	Antigen presentation genes and proteins↓
*HLA-DMA*	ERAP1
*HLA-DMB*	PSMA5
*PSMB8*	
*PSMB9*	
*PSMB10*	
*PSME1*	
*PSME2*	
*TAPBPL*	
*DRA,* DRA	

Antiviral genes and proteins↑	Antiviral genes and proteins↓
*ISG15*	*MORC3*
*ISG20*	
*MX1*	
*OAS1*	
*RSAD2*	
*SHISA5*	

PAMP sensing—IFN pathway genes and proteins↑	PAMP sensing—IFN pathway genes and proteins↓
*IRF9*	*AZI2*
*DHX58*	

IFN suppression genes and proteins↑	IFN suppression genes and proteins↑
*IFI35*	
*SOCS1*	
*TRAFD1*	
*TRIM21*	

Cell signalling + apoptosis genes and proteins↑	Cell signalling + apoptosis genes and proteins↓
*TNFSF10*	*RICTOR*

Miscellaneous genes and proteins↑	Miscellaneous genes and proteins↓
*CMPK2*	*FMR1*
*DNAJA1*	
*SERTAD1*	
*XAF1*	
C2	

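The RNA sensor gene DHX58 had a log2 fold change of 0.30 (SE 0.10, adjusted p = 0.0705) and was higher at T1 in 13 of 16 horses. The DNA sensor gene AIM2 had a log2 fold change of -0.46 (SE 0.15, adjusted p = 0.0616) and was lower in 13 horses. Both changes were beyond their standard error but missed the 0.05 threshold in limma.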

Interestingly, the classical sensor for RNA PAMPs, *DHX58* was upregulated, whereas, the DNA sensor *AIM2* was downregulated. The fragile X mental retardation (*FMR1*) gene that encodes an RNA-binding protein that plays a role in intracellular RNA transport and in the regulation of translation of target mRNAs, was downregulated in response to training. 

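FMR1 (ENSECAG00000032767) was 10.44 ± 0.15 at T0 and 10.16 ± 0.29 at T1 on the log2 scale. This is a log2 fold change of -0.29 (SE 0.086, adjusted p = 0.0519), just short of the 0.05 threshold in limma, and FMR1 was lower at T1 in 13 of 16 horses.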

*FMR1* has been recently linked to the IFN response and has been shown to be a proviral factor for influenza virus and was found to induce mild restriction of HIV-1^24,25^. Other host proviral genes (*TOR1B*, *IFI44*, *DNAJA1*, *AREG*) and LCN2 protein involved in influenza A virus replication in mice were also upregulated during training in TW derived cells^25^.

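None of the measured genes in this group passed in limma, although each was higher at T1, with unadjusted p of 0.00560 for TOR1B, 0.00716 for IFI44 and 0.0210 for AREG. TOR1B had a log2 fold change of 0.26 (SE 0.082, adjusted p = 0.0594), IFI44 a log2 fold change of 0.27 (SE 0.090, adjusted p = 0.0656) and AREG a log2 fold change of 0.53 (SE 0.21, adjusted p = 0.110). No gene named DNAJA1 was in the table.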

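The antiviral gene MX1 had a log2 fold change of 0.37 (SE 0.10, adjusted p = 0.0411), and RSAD2 a log2 fold change of 0.40 (SE 0.100, adjusted p = 0.0352). IRF9 (ENSECAG00000024429), part of the transcription factor that interferon activates, was 11.87 ± 0.22 at T0 and 12.24 ± 0.32 at T1, a log2 fold change of 0.37 (SE 0.077, adjusted p = 0.0202). IRF9 was higher at T1 in 15 of 16 horses, MX1 in 13 and RSAD2 in 14. IRF9 passed in 15 of the 16 fits that leave out 1 horse, and MX1 and RSAD2 in 6.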

Vital IFN-induced antiviral factors such as *MX1* and *RSAD2*, as well as *IRF9* (a key transcription factor involved in IFN induction and response) were also upregulated in relation to intense training. Moreover, a link between local synthesis of early components of the complement system and the type I IFN response is now well documented^23^. Complement components such as C1r and C2 proteins were also upregulated in TW samples during the training period. In line with this, protein SERPING1 a negative regulator of C1r was downregulated in the same samples. On the other hand, other members of ISG that play a role in the suppression of the IFN system, such as *IFI35*, *TRAFD1*, *TRIM21* and *SOCS1* were also upregulated. 

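SOCS1 (ENSECAG00000026965), an inhibitor of JAK and STAT signalling, had a log2 fold change of 0.86 (SE 0.17, adjusted p = 0.0170) and was higher at T1 in 14 of 16 horses. TRIM21 also rose, with a log2 fold change of 0.29 (SE 0.082, adjusted p = 0.0442). TRAFD1 was higher (0.23) but did not pass (adjusted p = 0.0566). SOCS1 passed in all 16 fits that leave out 1 horse and TRIM21 in 4.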

The negative regulation of the IFN response is multifaceted and necessary in order to avoid excessive/perpetual activation of IFN-induced pathways^23^.

Other pathways involved in immune processes, such as immunological response, respiratory disease and inflammation were downregulated (Supplementary Data 4, 5, 7). Based on the interferome dataset the majority of the interferon regulated genes seem to be downregulated in both datasets (1155 in RNAseq and 180 in proteomics) during training (Fig. 6). These results revealed key signalling networks involved in Natural killer cell mediated cytotoxicity, T and B cell receptor signalling pathway and TNF signalling. For example, several components such as *CD69*, *NFAT5*, *NFKBIZ*, *NKAP*, *TAGAP*, involved in T cell activation and differentiations, as well as the antimicrobial factor *LYZ* and the pro-inflammatory cytokine TNF were significantly downregulated. 

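NKAP was downregulated, with a log2 fold change of -0.40 (SE 0.11, adjusted p = 0.0453), and was lower at T1 in 13 of 16 horses; it passed in 4 of the 16 fits that leave out 1 horse (adjusted p up to 0.0916 without horse 16). The lysozyme gene LYZ was lower in 12 horses, with a log2 fold change of -0.68 (SE 0.21, adjusted p = 0.0564), and did not pass. CD69 (-0.57, adjusted p = 0.0698), NFAT5 (-0.45, adjusted p = 0.0588), NFKBIZ (-0.38, adjusted p = 0.0717) and TAGAP (-0.28, adjusted p = 0.0855) were lower on the log2 scale without passing the adjusted test. TNF was 12.04 ± 0.97 at T0 and 11.36 ± 0.77 at T1. Of 24 T cell markers, 1 was upregulated and none downregulated (0 and 0 when adjusted over the list alone).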

Besides, the anti-inflammatory elements *TIGIT*, a T cell suppressor, as well as *SOCS1*, a negative regulator of cytokine signalling were upregulated. Thus, there seems to be some evidence of training associated immunosuppression on equine TW derived cells.

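TIGIT (ENSECAG00000016139) was 6.61 ± 0.46 at T0 and 6.98 ± 0.51 at T1, a log2 fold change of 0.37 (SE 0.11, adjusted p = 0.0473), and was higher at T1 in 13 of 16 horses. This held in 4 of the 16 fits that leave out 1 horse (adjusted p up to 0.0927 without horse 6). SOCS1 was 7.13 ± 0.55 at T0 and 7.99 ± 0.69 at T1.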

### Transcriptomic profile of racehorses with high neutrophil count on TW samples

Despite the high prevalence of MMEA in racehorses, that can be as high as 80% in some cohorts^1,2^, only Horses 2, 3 and 10 were detected with neutrophil proportions beyond publicised acceptable limits during the training period (High_N group), based on the TW DCC cut off values: neutrophils > 20%^7,26,27^. Furthermore, almost all horses apart from five (Horse 4, 9, 10, 11, 16) were affected with EIPH, based on the presence of haemosiderophages in their TW samples. Since none of the horses displayed any clinical signs, the forms of both conditions were considered to be subclinical. In an attempt to further dissect the effect of the neutrophil infiltration on the gene expression of these animals, whole genome analysis was performed on TW samples derived from Horses with high neutrophil numbers (High N, n = 3) versus healthy individuals/controls (n = 13). 

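At T1, 3 horses had high neutrophil numbers in TW cytology (High N, horses 2, 3 and 10) and 13 did not. Their 16 T1 libraries were compared here with limma over 14630 genes with a mean log2 value of at least 3, on the same log2 scale as the training comparison. The groups were set by cytology of the same washes, and group values are means ± SD over horses. In values simulated from the fitted means and spread of each gene, with independent noise, this design recovered 79.2% of genes changed by 2 log2 units. It recovered 21.2% of those changed by 1 log2 unit. The simulation left out structure shared between real libraries, so recovery in real values may differ.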

Based on RNA sequencing data we identified 57 equine genes (Fig. 7A) differentially expressed in the High N group compared to the controls (Supplementary Data 8) (following multiple-testing correction, false discovery rate (FDR) p-value < 0.05). These included genes related with neutrophil migration (*CSF3R*, *JAML*, *PDE4B*, *TREM1*), immune system process (*BATF2*, *CSF3R*, *IDO1*, *ISG20*, *JAML*, *PGLYRP1*, *PDE4B*, PLEK, SLPI, TREM1), cytokine production (*DDIT3*, *IDO1*, *PGLYRP1*, *PDE4B*, *TREM1*) and cell chemotaxis (*CSF3R*, *JAML*, *PDE4B*, *TREM1*) (Supplementary Data 8).

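At T1, 24 genes were upregulated in the High N horses and none was downregulated, of 14630 tested in limma, with 406 at an unadjusted p under 0.05. Large increases were seen in RUBCNL (2.22), RIPOR2 (2.05), DGAT2 (2.02), ILT11B (1.87) and CHST15 (1.83), all log2 fold changes. DGAT2 (ENSECAG00000024847) was 10.99 ± 0.47 (SD, n = 3) in the High N horses and 8.97 ± 0.43 (n = 13) in the others (SE 0.28, adjusted p = 0.00745). All 24 genes are among the 57 of the paper's Supplementary Data 8. The other genes of that table also moved in the paper's direction, with all 57 at an unadjusted p under 0.05 and 24 past the adjusted threshold. The paper chose the 57 on the same T1 samples and groups, so this is not independent evidence. The count depended on single horses, with 0 genes without horse 2 and 12 without horse 10. Without horse 3 it was 2, PAX3 (4.01) and FEZF1 (4.71), which were outside the 24 and were chosen after their values were seen. The count was 43 when all 32 libraries entered one fit, which had no term for the horse. DGAT2, RUBCNL, ILT11B, CHST15 and IL18RAP each passed in 1 of the 3 fits that leave out 1 High N horse, and RIPOR2 in none.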

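TREM1 (ENSECAG00000017436), which amplifies neutrophil activation, was 14.34 ± 0.20 (SD, n = 3) in the High N horses and 12.73 ± 0.45 (n = 13) in the others on the log2 scale. This is a log2 fold change of 1.61 (SE 0.27, adjusted p = 0.0186), with all 3 High N horses above every other horse. PDE4B had a log2 fold change of 1.70 (SE 0.31, adjusted p = 0.0327), PLEK a log2 fold change of 1.61 (SE 0.28, adjusted p = 0.0294) and IDO1 a log2 fold change of 1.95 (SE 0.38, adjusted p = 0.0478). BATF2 (1.46, adjusted p = 0.0777) and ISG20 (1.55, adjusted p = 0.0777) missed the threshold. CSF3R (1.81, adjusted p = 0.238), JAML (1.21, adjusted p = 0.148), SLPI (1.16, adjusted p = 0.158) and DDIT3 (1.04, adjusted p = 0.138) were higher on the log2 scale without passing the adjusted test in limma. PGLYRP1, matched by its identifier in Supplementary Data 8, had a log2 fold change of 2.81 (adjusted p = 0.0986). TREM1, PDE4B, PLEK and IDO1 passed in none of the 3 fits that leave out 1 High N horse.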

**Figure 7:**
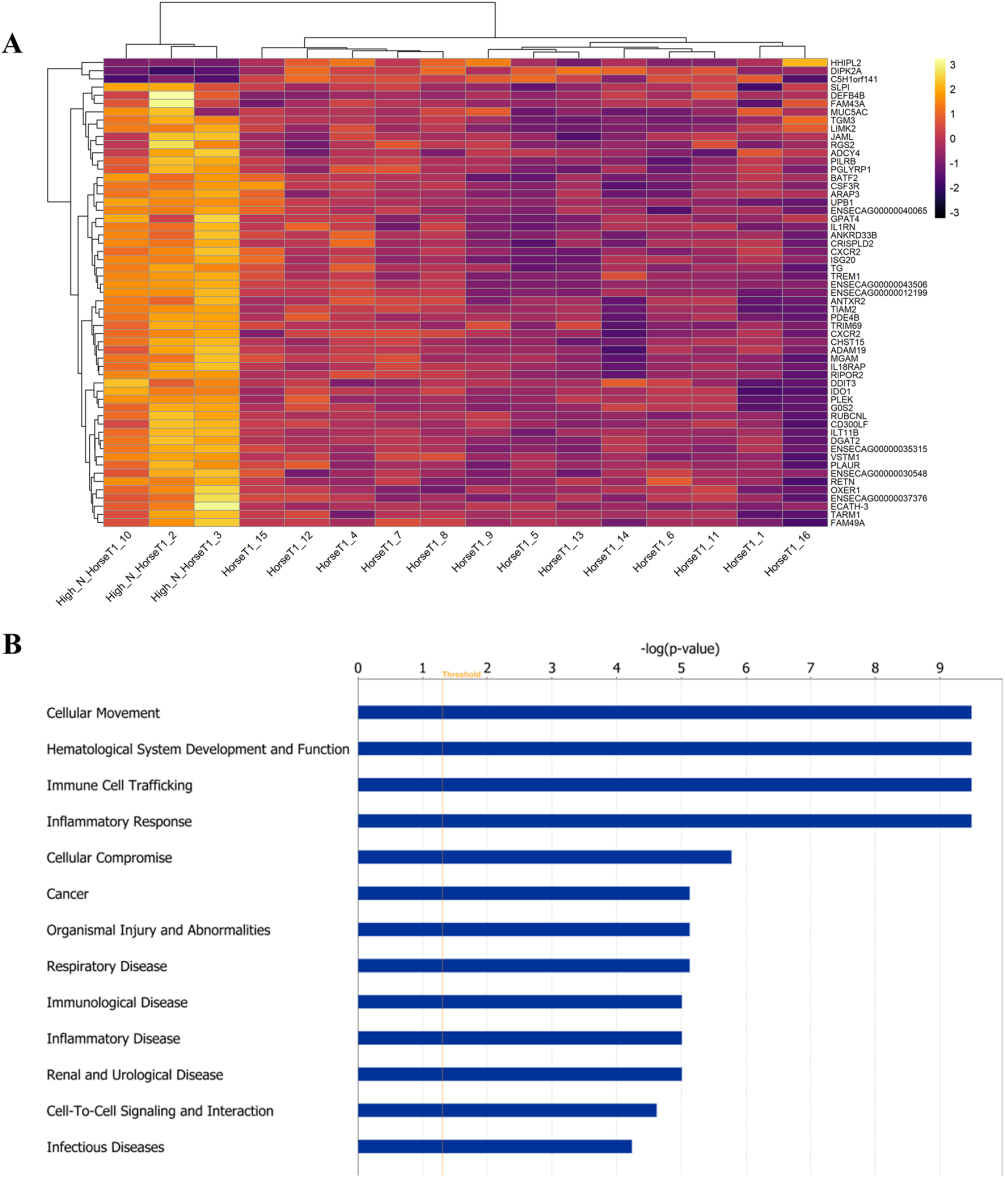
Transcriptomic profile of racehorses with high neutrophil count on TW samples. (**A**) Hierarchical clustering was based on normalized gene counts of differentially expressed genes in samples derived from horses with and without a neutrophil count (High_N) exceeding publicised acceptable limits (54 were upregulated and 3 were downregulated). (**B**) Immune response-related biofunctions were enriched in airway cells derived from Thoroughbreds with high neutrophil count.

To gain a global view of the results, functional analysis was performed as previously described using IPA and DAVID in both datasets. As expected, in samples derived from animals affected with high neutrophil counts various relevant biological processes related to neutrophil infiltration were observed. 

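Neutrophil markers were higher in the High N horses at T1, with a mean log2 value of 10.05 ± 0.42 (SD, n = 3) against 8.99 ± 0.37 (n = 13). Of 17 markers, 4 were upregulated (8 when adjusted over the list alone), and the median log2 fold change was 1.19. All 3 High N horses lay above every other horse (exact permutation test over 560 splits, two-sided, p = 0.00179, the smallest these groups allow, and 0.0571 after adjustment over 32 lists). Camera gave adjusted p = 2.95e-21, and 0.000420 with an estimated correlation. NF-kappaB and TNF early response genes had a median of 0.58 (adjusted p = 0.0824 with an estimated correlation) and interferon-gamma induced genes a median of 0.50 (adjusted p = 0.0615 with an estimated correlation). The mean of the interferon-gamma list already differed by 0.59 at T0 (exact p = 0.0143, adjusted p = 0.286) against 0.62 at T1, and its change by 0.023 (exact p = 0.930); for the NF-kappaB list the differences were 0.51 at T0 (exact p = 0.186) and 0.65 at T1. T cell markers (median 0.37) and natural killer and cytotoxic markers (0.48) were also higher at T1, with adjusted p = 0.180 and 0.219 with an estimated correlation. The natural killer median was -0.088 without horse 3. Their list means already differed at T0, by 0.36 for T cell markers (exact p = 0.0625) against 0.43 at T1. For natural killer and cytotoxic markers the difference was 0.65 at T0 (exact p = 0.0357, adjusted p = 0.286) against 0.47 at T1. For B cell and plasma cell markers it was 0.41 at T0 and 0.44 at T1. B cell and plasma cell markers had a median of 0.51 (adjusted p = 0.362 with an estimated correlation), metalloproteinase and remodelling genes of 0.38 (0.0615) and ciliated epithelium markers of -0.58 with 0 of 27 above 0 (0.578). The metalloprotease gene ADAM19 rose (1.64 on the log2 scale, adjusted p = 0.0336), and IL1B (1.39, adjusted p = 0.138) did not pass. The median of the neutrophil list was 0.94 without High N horse 2, 1.22 without horse 3 and 1.38 without horse 10. From the functional analysis of these genes, the paper states that processes of neutrophil infiltration marked these horses.

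**Figure D3:**
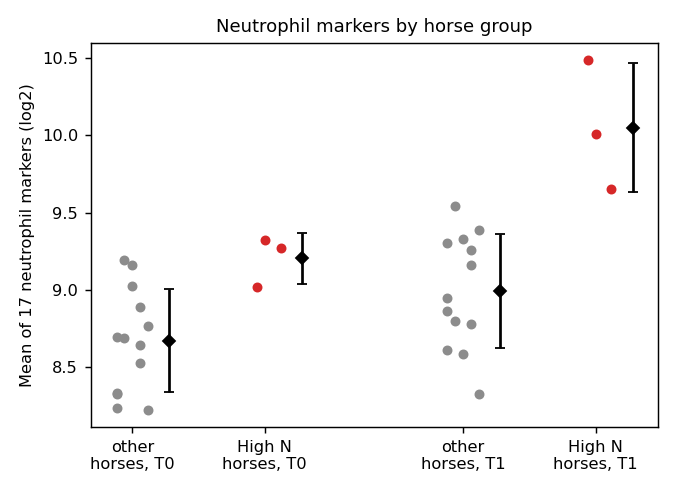
Mean log2 value of 17 neutrophil markers in each horse at T0 and T1 (vertical axis), with the 3 High N horses in red and the 13 other horses in grey. Black diamonds with bars show the mean ± SD; at T0 the means were 9.20 in the High N horses and 8.67 in the others.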

Examples are neutrophil and granulocyte migration, neutrophil and granulocyte chemotaxis and neutrophil extravasation. Other immune related terms were also detected; response to biotic stimulus, defence response, response to external stimulus, immune system process, inflammatory disease/response, response to stress and regulation of response to stimulus (Fig. 7B, Supplementary Data 8).

## Discussion

To our knowledge, this is the first study to report on the “effect of training” on UK Thoroughbred national hunt racehorses, determined by both transcriptomic and proteomic analysis of TW samples harvested before and during a period of training, thus permitting an assessment on the basal gene expression of principal innate immune cells of the equine airway. TW samples are routinely collected in contrast to the less readily available and more technically invasive bronchoalveolar lavage (BAL)-derived samples, which have previously been favoured for transcriptomic and proteomic analyses^28–30^. The transcriptome was derived from high throughput sequencing, and results were analysed with a paired design to account for individual variation. Animals were of similar age, same sex and breed and lived in a similar environment. All animals recruited in this study were from the same yard and subject to the same general management structure. RNA-seq data were analysed using DEseq2 software, a widely used tool in high-throughput RNA sequencing studies using raw counts^31^. Compared with a single-end strategy, the paired-end strategy used in this study has been recommended as it minimises the likelihood of false positives^32^; moreover, the validity of the data, in terms of differential expression, was supported by the qPCR results. However, irrespective of the methodology used, considering the genetic variability among individuals and the limited sample size, the potential for false-positive results remains, necessitating caution when interpreting individual gene expression data in RNAseq-based studies. Similar caution should be exercised when interpreting the differential expression of individual proteins in the proteomic dataset. Thus, the consideration of linked, rather than individual, genes and proteins conveys more confidence when interpreting these kind of data^32^.

Our experimental protocol allowed us to investigate the effect of training on airway innate immune responses at both the gene and protein level. Although this revealed significantly limited overlap between the RNAseq and proteomic datasets, this was not unexpected as such a lack of concordance between gene and protein expression has been well documented^33,34^ and can be attributed to a variety of factors such as post-transcriptional machinery, variable half-lives, molecular degradation, or even sampling bias^19^. Additionally, certain factors specific to the current study design may also have contributed to this discordance in gene and protein expression. Firstly, unlike the transcriptomic analysis, proteomic analysis was not restricted to the cellular component of the TW sample, thus permitting the detection of secreted proteins. This approach was considered more likely to provide a more holistic assessment of the airway immune status as well as offering a greater potential to identify biomarkers with potential clinical and/or training applications. Secondly, gene expression data was obtained from each individual animal; whereas, protein analysis was conducted on pooled samples at each time point. This approach was justified on financial grounds due to the high cost associated with the application of these technologies. It should also be noted that, due to insufficient protein yield, samples from Horses 3, 7 and 12 were not included in the proteomic analysis for both time points. Thirdly, the lack of overlap in gene/protein expression in the current comparison can also be explained by the high ratio (approx. 27) between the expressed genes (21,357) and proteins (802) detected using the applied methodologies. Lastly, with such transcriptomic studies, the conclusions that can be derived from the data generated are highly dependent on the quality of the annotations of the genome used, which for the horse remains challenging^35^. Overall, consideration of these study-related factors and the recognised discordance between gene and protein expression does significantly question the validity of inferring changes in protein expression from transcriptomic data alone. Rather, this study highlights the value of applying a combined transcriptomic and proteomic approach when studying cellular mechanisms in both health and disease. Despite the lack of agreement at the individual gene and protein level, significant similarities were observed at a pathway and cascade level.

We demonstrated a clear modification of both mRNA and protein expression in TW derived samples during the training period. Based on the multiomics methodologies applied, we identified 2138 differentially expressed equine genes and 260 proteins during this period. Our findings are consistent with those derived from comparable studies in humans and horses^30,36,37^, and support a clear association between intense training and immune system deregulations, haemopoietic and metabolic abnormalities and cellular stress at the level of the airway. It is conceivable that such training-associated changes may play a role in increasing susceptibility to opportunistic infection and airway inflammation in racehorses.

### Local immune responses in tracheal airway immune cells during training

Analysis revealed the increased expression of several myeloid cell chemoattractants (e.g., *CCL2*, *CSF3R*, *S100A9* and other related S100 genes) at time point T1. 

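The calprotectin gene S100A9 was higher at T1 in 13 of 16 horses, with a log2 fold change of 1.00 (SE 0.34, adjusted p = 0.0716), and did not pass the adjusted test. S100A4 (0.41, adjusted p = 0.0597) and CSF3R (0.63, adjusted p = 0.0839) were also higher on the log2 scale without passing. Of the chemokines, CCL5 was upregulated (0.54, adjusted p = 0.0468) and passed in 4 of the 16 fits that leave out 1 horse (adjusted p up to 0.0930 without horse 6). CCL2 was 10.29 ± 1.07 at T0 and 11.37 ± 0.73 at T1.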

Various relevant gene ontology terms were observed, such as neutrophil and monocyte chemotaxis, highlighting a level of immune cell activation in the airways. Additionally, acute phase response, cellular stress and oxidative phosphorylation also characterise the response to intense training.

Overall, both the transcriptomic and proteomic data were consistent with a level of inflammation in the airways during training, a phenomenon very well documented in racehorses. Based on the TW differential cytology results, 3 out of 16 animals developed airway neutrophilic inflammation (as defined by neutrophil ratio > 20) at time point T1, consistent with a low level of airway inflammation during training, despite the absence of clinical signs or evidence of poor performance. In light of the well-recognised association between intense exercise and an acute phase response in both humans and horses^38^, it is quite conceivable that repetitive periods of arduous exercise over a prolonged period of time may also result in low level airway inflammation. Indeed, recent equine studies have shown that an intense training programme will induce an “inflammation-like state” based on the measurement of acute phase protein SAA, which is greater than that induced by a lighter physical activity program^13^. 

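The serum amyloid A gene SAA1 (ENSECAG00000011404) was 6.51 ± 0.80 at T0 and 7.08 ± 0.59 at T1 on the log2 scale. Its log2 fold change of 0.56 (SE 0.18, adjusted p = 0.0572) missed the 0.05 threshold in limma, and it was higher at T1 in 12 of 16 horses.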

Serum amyloid A was also significantly induced during the training period (T1) in our study. Despite the relatively low number of horses with a significant elevation in TW neutrophil ratio at T1, we did detect a training-associated upregulation of myeloperoxidase (MPO) protein expression, potentially reflective of a low level of airway neutrophil presence/activity below the threshold of detection by TW cytological examination. Indeed, MPO has previously been proposed as a more sensitive marker of airway neutrophil presence compared to cytology^39^. Despite its beneficial properties in host defence, overproduction of MPO may exert detrimental effects during inflammation^40^, including tissue damage and vascular dysfunction through the generation of potent ROS and activation of MMPs^40,41^. Consistent with these downstream effects, we also detected the upregulation of several MMPs (including *MMP9*) and ROS in association with training^42–44^.

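Of 25 genes of matrix metalloproteinases and airway remodelling, 8 were upregulated at T1 and none downregulated (9 when adjusted over the list alone), with a median log2 fold change of 0.27. The protease inhibitor gene TIMP1 had a log2 fold change of 0.96 (SE 0.23, adjusted p = 0.0311) and was higher in 14 of 16 horses, and the urokinase gene PLAU rose by 0.48 (adjusted p = 0.0247). MMP25 (0.57, adjusted p = 0.0670) did not pass. MMP19 (0.57, adjusted p = 0.0340) was upregulated and MMP2 (-0.59, adjusted p = 0.145) did not pass; both were chosen after their values were seen. PLAU passed in 13 of the 16 fits that leave out 1 horse and TIMP1 in 8. The camera test of the list gave adjusted p = 2.18e-05, and 0.192 with an estimated correlation. The list holds MMP9, PCOLCE2, CHI3L1, ARG2 and ORMDL3, which the paper named on the same samples, so it is not fully independent evidence.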

In addition to inflammation, training was associated with evidence of tissue remodelling. 

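CHI3L1 (ENSECAG00000029465) had a log2 fold change of 0.47 (SE 0.14, adjusted p = 0.0499) at T1 against T0, and ARG2 (ENSECAG00000016534) a log2 fold change of 0.47 (SE 0.11, adjusted p = 0.0311). Each was higher at T1 in 14 of 16 horses, and they passed in 4 and 8 of the 16 fits that leave out 1 horse. Among 20 genes of alternative activation and immunomodulation, 5 were upregulated (6 when adjusted over the list alone), with a median log2 fold change of 0.24 and a higher list mean in 15 horses. These 5 are IL4I1, ARG2, CCL17, SOCS1 and TIGIT, all named by the paper on the same samples, so the count is not independent evidence. Camera gave adjusted p = 0.000561, and 0.192 with an estimated correlation.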

C*hitinase 3 like 1, ARG2* and *MMP9*, all upregulated during training, have previously been linked to airway remodelling and/or declining lung function^45^. *MMP9* has been shown to contribute to airway remodelling in severe equine asthma^36^. 

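ORMDL3 (ENSECAG00000023078) was 9.86 ± 0.26 at T0 and 10.21 ± 0.48 at T1 on the log2 scale, a log2 fold change of 0.35 (SE 0.097, adjusted p = 0.0435), and was higher at T1 in 12 of 16 horses. It passed in 5 of the 16 fits that leave out 1 horse (adjusted p up to 0.0848 without horse 6). Of the genes of HLA class II, the second one annotated as DRB (ENSECAG00000022072) had a log2 fold change of 0.38 (adjusted p = 0.0405) and passed in 5 of the 16 fits that leave out 1 horse. Another DRB gene (ENSECAG00000012933, 0.21, adjusted p = 0.302) did not pass.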

Training was also associated with an upregulation of *ORMDL3* and *HLA*, both of which are highly associated with human and murine asthma^45^, with *ORMDL3* playing an important role in airway remodelling (increased airway smooth muscle, sub-epithelial fibrosis and mucus)^46^. *Interleukin 4 induced 1*, another gene which was highly expressed during training, has been shown to inhibit T cell proliferation, regulate the programming of macrophages towards a polarised M2 phenotype and downregulate LPS-induced *TNF* expression in murine macrophages^47^. Indeed, the data suggests that training may induce an overall immunomodulatory milieu at the level of the airway, characterised by increased expression of *IL4I1*^47^ and ROS^48^. This may explain the significant downregulation of *TNF* during the training period and the identification of gene ontology terms related with apoptosis and cell death, as ROS have been shown to regulate both necrotic and apoptotic T activated cell death via caspase activation^48^.

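IL4I1 (ENSECAG00000018105) was 9.62 ± 0.68 at T0 and 10.30 ± 0.88 at T1 on the log2 scale. This is a log2 fold change of 0.67 (SE 0.18, adjusted p = 0.0384), with IL4I1 higher at T1 in 14 of 16 horses, and it passed in 5 of the 16 fits that leave out 1 horse (adjusted p up to 0.0810 without horse 6).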

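Of 30 apoptosis genes, 1 was upregulated and 2 were downregulated at T1 (8 and 5 when adjusted over the list alone), and their median log2 fold change was 0.0467. The downregulated genes were BIRC3 (-0.59), an inhibitor of apoptosis, and PMAIP1 (-0.45), a promoter of it. The list had adjusted p = 0.382 in camera.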

#### Training-associated IFN response on equine airways

A large number of IFN regulated and stimulated genes were differentially expressed during the training period. The IFN response is considered a key driver of inflammation in the lung by stimulating the recruitment and activation of immune cells, often in response to viral infection. Despite these beneficial effects, the negative regulation of the IFN response is necessary to avoid excessive and continuous activation of IFN-induced pathways with associated collateral tissue damage^23^. Moreover, there is recently increasing evidence that type I IFNs are not only induced by viral infections, but also by bacterial and fungal infections. Indeed, in the case of bacterial lung infections, the type I IFN mediated signalling may be detrimental^49^.

Training resulted in a greater differential expression of genes related to the type 1 IFN response, compared to type II and III IFN responses. Many of the recently described and highly conserved mammalian type I IFN ISGs were differentially expressed during training; these were related with antiviral activity, antigen presentation, PAMP detection and apoptosis. Interestingly, we identified several of the ISGs upregulated during training to be associated with ubiquitination; these included the ring finger proteins *RNF19A*, *RNF25*, *RNF181*, *RNF183* and highlighted protein reformation as part of the IFN response. This was also reflected in the pathway analysis, as protein synthesis was one of the top Biofunctions detected in our datasets. 

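RNF181 had a log2 fold change of 0.44 (SE 0.097, adjusted p = 0.0291), RNF25 a log2 fold change of 0.26 (SE 0.075, adjusted p = 0.0453) and RNF183 a log2 fold change of 0.69 (SE 0.20, adjusted p = 0.0460) at T1 against T0. RNF19A had a log2 fold change of -0.33 (SE 0.094, adjusted p = 0.0473) and was lower at T1 in 12 of 16 horses. RNF181 passed in 11 of the 16 fits that leave out 1 horse, RNF19A in 5, and RNF25 and RNF183 in 3.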

Recent findings derived from different mammalian species (including the horse), showed the type I IFN response to positively bias the sensitivity of RNA virus surveillance initiatives, recognising the problems associated with differentiating between “self” and “exogenous” cytoplasmic RNA^23^. Indeed, it is feasible that the type 1 IFN signature identified during training may be attributable to sub-clinical viral infection in this cohort of horses. Further work on a more geographically diverse population would be required to address this possibility. Despite the transcriptomic and proteomic evidence of altered immunity during the training period, the causal factors which underpin these changes remain speculative. Such causal factors may act in isolation or in concert and may include the following: repetitive periods of intense exercise, changes in airborne environment and subclinical infection. Indeed, both infectious and environmental causes have been proposed for the increased risk of airway inflammation within the early training period, potentially reflecting the co-mingling of horses from diverse locations and increased housing associated with the transition into this period^6,50–52^.

Previous studies have identified an association between the bacterial load within the trachea and both cytological and endoscopic evidence of airway inflammation^6,50,52^. Furthermore, in addition to the early training period, the detection of bacteria (streptococcal species) within the trachea was associated with evidence of airway inflammation; however, this latter association was not confirmed as causal, potentially reflecting a more indirect association (e.g. increased colonisation of mucus following compromised clearance). In our study, the timing of the second sample collection was such that this “early training” association should have subsided, which, together with the limited cytological or endoscopic evidence of significant airway inflammation offers more assurance that the transcriptomic and proteomic data was not solely reflective of the early transition to the training environment. Viral infections should also be considered as a potential explanation for the association between training and airway inflammation, particularly in light of the specific IFN pathways altered by training. Indeed, previous studies have shown that viral infections are common among young horses after entry into training^53,54^. However, attempts to identify viral RNA based on proteomic analysis, failed to identify any appropriate candidates. If a viral cause was indeed present, it was not associated with overt clinical signs, nor did it appear to impact athletic performance.

Previous studies have demonstrated a clear association between housing and airway inflammation, reflective of the increased exposure to organic dust^55,56^. As horses were housed during the training period and largely at pasture during the T0 sampling, it is quite feasible that some of the immunological changes observed, at both the individual gene and protein level and the pathway level, were consistent with an increased exposure to organic dust; however, this was not universally or consistently reflected in the TW differential cytology data. The ventilation within the stable was considered to be good and all horses were bedded on low dust shavings and fed haylage from the ground. Additional data relating to dust exposures would have assisted the interpretation of the data in light of the change in housing; however, this was not possible within the constraints of the study design. Lastly, in line with previous studies^10^, the immunological alterations associated with training may have been attributable to the repeatable episodes of high intensity exercise. Frellstedt et al. previously demonstrated training-associated changes in immunity at the level of the lower airways in treadmill exercised horses^10^.

### Training induced cellular stress

As well as the potentially direct effect of training on airway immunity, various transcription modulation processes also seem to play an important role. Cappelli et al. recently demonstrated the dominant role of transcription modulation in orchestrating the genomic response of equine PBMCs to exercise induced stress^57^. Muscle ATP demand increases with increasing exercise intensity with the rate of production dependent on the availability of oxygen, carbon substrates, Ca^2+.^and other molecules including, nitric oxide and reactive oxygen and nitrogen species (RONS)^58^. During intense exercise, increased RONS production may cause oxidative stress and damage to cellular structures and reduce mitochondrial efficiency, resulting in inflammation and transient immune dysfunction^59^.

In the current study, pathway analysis detected several differentially expressed genes related to oxidative stress, oxidative phosphorylation, mitochondrial dysfunction and protein synthesis (Supplementary Datas 4, 5). 

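ROMO1 (ENSECAG00000012391), the reactive oxygen species modulator gene, rose from 7.88 ± 0.49 at T0 to 8.57 ± 0.58 at T1 on the log2 scale. Its log2 fold change of 0.69 (SE 0.13, adjusted p = 0.0147) was seen in 15 of 16 horses and passed in all 16 fits that leave out 1 horse. SOD1 (0.24, SE 0.15, adjusted p = 0.319) and SOD2 (0.19, SE 0.13, adjusted p = 0.354) did not change past the threshold. SOD3 had a mean log2 value under 3 and was not tested.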

Reactive oxygen species modulator 1 gene, responsible for increasing the level of reactive oxygen species (ROS) in cells, was significantly upregulated and superoxide dismutases (SOD), the first line of defence against superoxide radicals^59^, were downregulated during the training period. At the protein level, both SOD1, with the capacity to limit the detrimental effects of ROS and apoptotic signalling, and SOD2 were significantly downregulated during the training period. Proteomic analysis also revealed downregulation of other antioxidants; these included thioredoxin (TXN) and various heat shock proteins (HSP90B1, HSPA5, ST13, HSPD1, HSPE1, HSPB1)^60^. *TXN* has the capacity to directly interact with several transcription factors including NFKB^60^, also regulated by ROS and which itself regulates the transcription of acute phase, cytokine and cell surface receptor genes; in some systems, antioxidants have been shown to reduce or block NFKB activation^60^. Our data showed the training-associated differential expression of several genes (*NFKBIZ*, *CARD19*, *NKAP*) involved in the NFKB pathway. 

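CARD19 (ENSECAG00000015151) had a log2 fold change of 0.43 (SE 0.089, adjusted p = 0.0202) and was higher at T1 in 15 of 16 horses; it passed in 15 of the 16 fits that leave out 1 horse (adjusted p up to 0.0530 without horse 6). NFKBIZ was 12.18 ± 0.42 at T0 and 11.80 ± 0.36 at T1, and NKAP was 9.02 ± 0.14 at T0 and 8.62 ± 0.40 at T1.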

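LAMTOR2 (ENSECAG00000009193) had a log2 fold change of 0.43 (SE 0.080, adjusted p = 0.0147), LAMTOR4 a log2 fold change of 0.51 (SE 0.099, adjusted p = 0.0171) and LAMTOR1 a log2 fold change of 0.48 (SE 0.11, adjusted p = 0.0298). MCRIP2 also rose (0.60, adjusted p = 0.0350). MAPK13 (0.45, adjusted p = 0.0544) and MAPKAPK3 (0.41, adjusted p = 0.0601) were higher, and MAP3K8 (-0.35, adjusted p = 0.0506), GIMAP7 (-0.32, adjusted p = 0.0536) and MAP3K7 (-0.27, adjusted p = 0.0664) were lower at T1, without passing the adjusted test. LAMTOR2 and LAMTOR4 passed in all 16 fits that leave out 1 horse, LAMTOR1 in 11 and MCRIP2 in 7. Of 13 ubiquitin and MAPK genes that the paper names, 7 were upregulated and 1 downregulated (9 and 4 when adjusted over the list alone), with a median of 0.43. As a group they had adjusted p = 0.00344 in camera, and 0.192 with an estimated correlation; the study chose them on the same samples, so this is not independent evidence.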

ROS can also activate MAP kinases via a Ras-dependent mechanism^60^ and several components of the MAPK/ERK1/2 signalling pathway were either upregulated (*MCRIP2, LAMTOR1, LAMTOR2, LAMTOR4, MAPK13, MAPKAPK3*) or down regulated (*MAP3K7, GIMAP7, MAP3K8*) during the training period. The unchecked production of ROS and nitrogen reactive species will ultimately jeopardise cell survival^58^, a consequence consistent with the evidence of stress induced cell death detected in our dataset; namely, the training associated upregulation of members of the BCL2 family (*BAD*, *BAX*, *FADD*), *CARD19*, *AIFM2* and the pro-apoptotic molecules (*BAX*, *TMBIM1*). 

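FADD had a log2 fold change of 0.38 (SE 0.11, adjusted p = 0.0519), AIFM2 a log2 fold change of 0.31 (SE 0.093, adjusted p = 0.0528) and BAD a log2 fold change of 0.64 (SE 0.20, adjusted p = 0.0564), each higher at T1 but not past the 0.05 threshold in limma. TMBIM1 (0.24, adjusted p = 0.0688) did not pass either. BAD was higher at T1 in 12 of 16 horses, FADD in 12 and AIFM2 in 14. CARD19 was 9.08 ± 0.27 at T0 and 9.51 ± 0.32 at T1, and BAX was 10.85 ± 0.30 at T0 and 11.17 ± 0.39 at T1.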

Excessive ROS production will also result in impaired mitochondrial efficiency, as detected during fatiguing and intense prolonged exercise in humans^58^. Canonical pathway analysis of both our transcriptomic and proteomic datasets revealed mitochondrial dysfunction in relation to training. The upregulated *COX14* gene encodes for a core protein component of the mitochondrial translation regulation assembly intermediate of cytochrome c oxidase complex (MITRAC) which is essential for the regulation of complex IV assembly of the mitochondrial respiratory chain. 

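COX14 (ENSECAG00000039282) was 10.08 ± 0.27 at T0 and 10.61 ± 0.40 at T1 on the log2 scale. Its log2 fold change of 0.53 (SE 0.100, adjusted p = 0.0147) was seen in 16 of 16 horses, and it passed in all 16 fits that leave out 1 horse.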

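COX8A (ENSECAG00000032338) had a log2 fold change of 0.51 (SE 0.083, adjusted p = 0.00840), COX7A2 a log2 fold change of 0.54 (SE 0.094, adjusted p = 0.0111) and COX6A1 a log2 fold change of 0.47 (SE 0.083, adjusted p = 0.0139). COX5B (0.70, adjusted p = 0.0271), COX6B1 (0.35, adjusted p = 0.0439) and COX7A1 (0.62, adjusted p = 0.0492) also rose on the log2 scale. COX8A and COX7A2 were higher at T1 in 16 of 16 horses. COX8A, COX7A2 and COX6A1 passed in all 16 fits that leave out 1 horse, COX5B in 11, COX6B1 in 5 and COX7A1 in 4.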

Upregulation of genes encoding several components of the complex IV (*COX5B*, *COX6A1*, *COX6B1*, *COX7A1*, *COX7A2*, *COX8A*) were also detected during the training period.

### Haemopoietic abnormalities during training

In light of the very high prevalence of EIPH in racing Thoroughbreds (approaching 100%)^18^, it is unsurprisingly that most of the horses (~ 69%, 11 out of 16) developed cytological evidence of EIPH during the training period. The pulmonary pathology associated with EIPH reflects changes in the pulmonary interstitium and vasculature, resulting in interstitial oedema and fibrosis^61,62^; yet, to date, none of the EIPH studies have examined the transcriptomics of airway derived cells harvested from cases. Analysis of gene expression data derived from the current study revealed minimal differences between EIPH affected (n = 11) and unaffected (n = 5) horses during the training period (data not shown); however, this has reflected the small group sizes following subdivision of the T1 cohort; however, several genes related to haemopoietic abnormalities were detected in both sub-groups, suggesting that bleeding may have occurred even in those cases with no clear cytological evidence of such. 

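At T1, 11 horses had exercise-induced pulmonary haemorrhage (EIPH, bleeding into the airways) by TW cytology and 5 (horses 4, 9, 10, 11 and 16) did not. No gene of 14630 tested differed between these groups in limma, with 2680 at an unadjusted p under 0.05 and a smallest adjusted p of 0.171. HMOX1, which degrades heme, was 16.79 ± 0.64 (SD, n = 11) in affected and 15.92 ± 0.50 (n = 5) in unaffected horses, and the ferritin gene FTL 18.54 ± 0.60 and 17.99 ± 0.41. The adjusted p was 0.176 for HMOX1 and 0.371 for FTL. Genes of heme breakdown and iron handling had a mean log2 value of 12.45 ± 0.13 in affected and 12.40 ± 0.11 in unaffected horses, and erythroid genes of 5.99 ± 0.21 in affected and 6.14 ± 0.23 in unaffected horses. Alveolar macrophage markers were higher in affected horses, at 13.2 ± 0.17 against 12.8 ± 0.26 (exact permutation test, two-sided, p = 0.00412, and 0.132 after adjustment over 32 lists). Ciliated epithelium markers were lower in affected horses, at 9.43 ± 1.09 against 10.9 ± 0.89 (exact p = 0.0240, and 0.192 after adjustment). In values simulated with independent noise, this design recovered 43.0% of genes changed by 1 log2 unit and 96.8% of those changed by 2 log2 units. Structure shared between real libraries was left out of the simulation. Without a filter on low values 2 genes passed, CALML3 (-0.41) and ENSECAG00000030906 (-0.32), which were chosen after their values were seen. From genes of haemopoietic abnormalities in both groups, the paper proposes that bleeding may have occurred also in horses without cytological signs of it.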

Our data does however support the potential value in expanding the transcriptomic analyses to a larger sample population in order to more critically assess the gene expression profile of EIPH cases.

### Transcriptomic profile of racehorses with high neutrophil count on TW samples

Although only a small number of horses developed a significant airway neutrophilia during the training period, supplementary comparative analysis was applied to the data derived from the three horses with the greatest magnitude of TW neutrophilia, compared with the other horses at time point T1. This revealed the differential expression of 57 genes, a number similar to that reported in circulating leukocytes derived from both Standardbred and endurance horses and BALF samples from horses with airway inflammation^63,64^. Also consistent with previous reports, almost all differentially expressed genes were upregulated, with only three being downregulated. 

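The 3 genes that the paper lists as lower in the High N horses were also lower here, but none passed in limma, each with an unadjusted p under 0.05. DIPK2A had a log2 fold change of -0.84 (SE 0.20, adjusted p = 0.158), C5H1orf141 a log2 fold change of -0.98 (SE 0.27, adjusted p = 0.338) and HHIPL2 a log2 fold change of -1.73 (SE 0.77, adjusted p = 1.00). HHIPL2 was 3.05 ± 0.14 (SD, n = 3) in the High N horses and 4.79 ± 1.42 (n = 13) in the others on the log2 scale.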

The differential expression of *IL1RN* in the group of horses with airway inflammation (Supplementary Data 8), was consistent with the findings of Hansen et al. who reported an association between *IL1RN* expression in BALF derived cells and the neutrophilic form of MMEA^65^. Similarly, genes cysteine rich secretory protein LCCL domain containing 2 (*CRISPLD2)* and transglutaminase 3 (*TGM3)* were also present in BALF cells derived from horses with neutrophilic form of MMEA^64^. 

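IL1RN (ENSECAG00000027864), which encodes the interleukin 1 receptor antagonist, was 15.97 ± 0.40 (SD, n = 3) in the High N horses and 14.60 ± 0.50 (n = 13) in the others on the log2 scale. All 3 High N horses lay above every other horse, and the log2 fold change of 1.37 (SE 0.30, adjusted p = 0.111) missed the 0.05 threshold in limma.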

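TGM3 (ENSECAG00000023860) was 11.96 ± 0.47 (SD, n = 3) in the High N horses and 9.67 ± 0.81 (n = 13) in the others on the log2 scale, a log2 fold change of 2.30 (SE 0.45, adjusted p = 0.0478); it passed in none of the 3 fits that leave out 1 High N horse. CRISPLD2 had a log2 fold change of 1.58 (SE 0.35, adjusted p = 0.111) and did not pass in limma.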

Interestingly, the neutrophilic group also showed increased expression of the mucin gene *MUC5AC*, shown previously to contribute to mucus hypersecretion in severe equine asthma^66^ and also highly expressed in bronchial biopsies from asthmatic humans^67^. 

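MUC5AC was 9.84 ± 3.60 (SD, n = 3) in the High N horses and 6.79 ± 1.39 (n = 13) in the others on the log2 scale. The log2 fold change of 3.05 (SE 1.07, adjusted p = 0.932) did not pass in limma, and 2 of the 3 High N horses lay above every other horse. The log2 fold change was 5.00 without High N horse 3.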

Overall, the transcriptomic changes in this small group of horses were consistent with the airway cytological profiles observed, reflecting pathways associated with neutrophil chemotaxis, response to stress and immune defence^36^. Interestingly, prior comparative transcriptomic analyses of endotracheal biopsies derived from asthmatic horses also revealed the differential expression (compared with non-asthmatic horses) of a similar gene list to that identified in the current study. This gene set included *CSF3R*, *CXCR2*, *PLEK*, *IL1RN*, *RETN*, *VSTM1*, *TREM1* and *PLAUR*, and is related to neutrophil chemotaxis and immune responses. 

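RETN had a log2 fold change of 1.42 (SE 0.28, adjusted p = 0.0478) in the High N horses and VSTM1 a log2 fold change of 1.61 (SE 0.30, adjusted p = 0.0427). Of the genes annotated as CXCR2 by the paper, ENSECAG00000006711 had a log2 fold change of 2.03 (adjusted p = 0.0427), and ENSECAG00000006595 of 2.07 (adjusted p = 0.119). PLAUR (1.12, adjusted p = 0.0612) did not pass. CSF3R was 12.82 ± 0.29 (SD, n = 3) in the High N horses and 11.01 ± 0.86 (n = 13) in the others, and PLEK was 15.95 ± 0.10 (SD, n = 3) in the High N horses and 14.34 ± 0.48 (n = 13) in the others. RETN, VSTM1 and ENSECAG00000006711 passed in none of the 3 fits that leave out 1 High N horse.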

Colony stimulating factor 3 is responsible for neutrophil production and proliferation and promotes neutrophil trafficking by modulating chemokine and adhesion receptors, such as CXCR2 that mediates neutrophil migration to sites of inflammation. Although difficult to detect in blood, CSF3 is secreted to a greater extent during infectious or inflammatory conditions^68–70^ including human asthma where it was positively associated with BALF neutrophil numbers and sputum from asthmatic patients^67^. Moreover, CSF3 is considered as a potential target against pathological inflammation and tissue remodelling occurring in human asthma^67^. Other genes detected in this group, such as *TREM1* and *PLAUR* have also been reported in human asthma^45,71^.

A number of Th1 immune response agents were also enriched in the neutrophilic group of horses (*CXCR2*, *IDO1*, *CSF3R*, *ISG20*, *IL18RAP* and *TREM1*). Thus, it appears that the equine airway neutrophilia detected in these cases was associated with activation of the innate immune system, with a likely Th1 polarised response. 

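IL18RAP (ENSECAG00000000214) was 9.53 ± 0.56 (SD, n = 3) in the High N horses and 7.64 ± 0.48 (n = 13) in the others on the log2 scale, a log2 fold change of 1.89 (SE 0.32, adjusted p = 0.0201). IDO1 was 11.89 ± 0.33 (SD, n = 3) in the High N horses and 9.95 ± 0.68 (n = 13) in the others, and ISG20 was 10.06 ± 0.28 (SD, n = 3) in the High N horses and 8.51 ± 0.55 (n = 13) in the others. In IL18RAP, IDO1 and ISG20 all 3 High N horses lay above every other horse.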

Similar observations have been previously reported, although, within the context of MMEA, suggesting that immunological pathways vary according to the cytological profile of the airway inflammatory response and potentially the phase of the disease^72^.

Despite limitations of the current study, this is the first whole genome sequencing study performed on equine TW derived cells. Results shared important similarities with previous equine and human studies and although the aim of the study was focussed on the impact of training, transcriptomic analysis detected a number of novel genes potentially related to disease pathogenesis which may provide new insights for future studies. It remains feasible that the assessment of gene expression in TW-derived cells may represent a relatively non-invasive method to identify molecular endotypes of equine asthma in larger studies. However, detailed phenotypic characterisation of the horses included in these studies would be crucial.

## Conclusions and future perspectives

This study has shown for the first time the feasibility of performing transcriptomic and proteomic analyses on TW samples collected from horses and, despite certain inherent study limitations, demonstrated significant training-associated alterations in both gene and protein expression within these samples. Furthermore, the current study improved our understanding on the respiratory immune mechanisms associated with airway inflammation, which has recently been recommended as an important research priority^4,7,73^. Alterations in gene and protein expression are particularly related to airway immunity, haemopoietic abnormalities, oxidative and cellular stress and the results indicate the inflammatory status of the airway in association with training, despite not being cytologically apparent. Overall, the datasets described here represent the most comprehensive results related to the response of airway immunity of the horse to intense training and could open doors for future research on equine exercise immunology based on a wider, better defined and preferably naïve population entering training for the first time. Developing such novel information could have a significant positive impact on Thoroughbred welfare and the racing industry.

Although this study focussed on the temporal changes associated with entry into a training program, the combined –omics approach could also provide a more definitive and comprehensive characterization of lower airway diseases. Although, in this respect, further work comparing TW and BALF samples, similar to that already reported in relation to cytological correlations, is warranted. Finally, as previously suggested, many similarities were observed with human-derived data in relation to exercise immunology, further supporting the use of the horse as an attractive animal model from which translational application of findings to humans may be justified.

## Methods

### Animals used in the study

Tracheal secretions were collected from 16 male Thoroughbred horses [6.9 ± 0.5 years (mean ± SEM)]. All horses were housed at the same racing yard and were trained by the same trainer. Samples were obtained as part of a routine assessment of respiratory health (differential cytology) and residual sample was retained for the ongoing proteomic and transcriptomic study. The use of residual sample material was approved by the Veterinary Ethical Review Committee of the School of Veterinary Medicine, University of Edinburgh and informed consent was obtained from the trainer, under who’s care the horses in the study were maintained. Enrolled horses underwent physical examination, endoscopy of the respiratory tract, and TW. All horses were clinically healthy and treated according to standard welfare procedures. All methods reported are in accordance with ARRIVE guidelines (https://arriveguidelines.org)^74^. All experimental protocols were approved by Ethical Review Committee of the School of Veterinary Medicine, University of Edinburgh, following the relevant guidelines and regulations relating to the provisions of the Animals (Scientifc Procedures) Act 1986. All methods were carried out in accordance with relevant guidelines and regulations.

### Sample collection and cell isolation

#### Field work—tracheal wash sample collection

Samples were collected at two different time points: T0, when the horses were at rest between racing seasons and T1, when the horses were in active race training. T0 sampled were collected following 59 ± 5.7 days at rest and T1 samples were collected when the horses were considered “racing fit”, having entered into the training program for approximately 2.5 months (76 ± 11.4 days) and having already ran in at least 2 competitive races (average number of starts 3.9 ± 0.4) that season. All TW samples were collected using a trans-endoscopic technique, as previously described^27^. Horses were manually restrained and a nose twitch applied when necessary. A 1500 mm working length, 9.2 mm outer diameter video endoscope (2.8 mm biopsy channel) (Aohua, China), was passed via the ventral nasal meatus, via the pharynx and into the tracheal lumen via the *rima glottidis*. Following assessment of the amount and nature of mucus deposits within the tracheal lumen, approximately 20 mL of sterile 0.9% saline at room temperature was instilled via a catheter passed via the biopsy channel of the endoscope at the proximal aspect of the trachea. The endoscope was then further advanced to the level of the thoracic inlet where the pool of instilled fluid had gravitated. As much fluid as possible was subsequently aspirated via the transendoscopic catheter. Samples were stored on ice and submitted for laboratory analysis at the Roslin Institute and the Royal (Dick) School of Veterinary Studies and processed within 4 h of collection.

#### Differential cell count of tracheal wash

An aliquot of 0.5 mL was submitted to the pathology lab at the Royal (Dick) School of Veterinary Studies for differential cell count analysis (DCC). Differential leucocyte count (minimum of 200 cells) was performed on dithiothreitol (DTT) treated samples and expressed as a percentage of total non-squamous and non-epithelial nucleated cells, as previously described^17^. Horses were considered free of inflammatory airway disorders based on the following DCC cut off values: neutrophils < 20%, eosinophils (< 1%)^26,27^. Samples containing haemosiderophages were considered consistent with a diagnosis of EIPH^18^.

#### Total cell isolation from tracheal wash

A 1 mL aliquot of sample was stored at − 80 °C for future proteomic analyses and the remaining sample incubated for 15 min at room temperature in 0.1% DTT to depolymerize secreted mucin, as previously described^17^. Dithiothreitol has been demonstrated to cause no deleterious effects on human sputum derived cells or interfere with surface marker measurements using flow cytometry^75,76^. Following gravity filtration through a 100 µm pore mesh filter, the sample was centrifuged at 400×*g* for 10 min at 4 °C. Supernatant was carefully removed and the cell pellet re-suspended in Dubelcco’s PBS, from which a total cell count (excluding squamous epithelial cells) and cell viability (Trypan Blue exclusion staining) was performed using a haemocytometer. Afterwards, the cell pellet was resuspended in 1 mL of Trizol and stored at − 80 °C for future RNA analysis.

### RNA analysis

#### Total RNA extraction

Total RNA was extracted using a combination of Trizol reagent (Thermo Scientific™, 15596026) and an RNAeasy plus micro kit (Qiagen, cat no 74034), according to manufacturer’s instructions. Following removal of the supernatant, the remaining cell pellet was lysed by the addition of 1 mL Trizol Reagent. Subsequently, 0.2 mL 1-Bromo-3-chloropropane (BCP) (Sigma Aldrich, cat no B9673-200ML) was added per 1 mL of Trizol. The sample was shaken vigorously for approximately 30 s and left at RT for 5 min to allow complete dissociation of nuclear-protein complexes. The homogenate was then centrifuged at 18,000×*g* for 15 min at 4 °C resulting in the formation of a lower red phenol–chloroform phase, an interphase, and an upper colourless aqueous phase. The aqueous phase contained the RNA and had almost 50% of the volume of the Trizol used, plus the volume of the sample. Following transfer to a clean tube for the precipitation step, 0.5 mL of 70% ethanol was added, the sample stored for 2 h at − 20 °C and then transferred to an RNeasy spin column and centrifuged at 18,000×*g* for 5 min at 4 °C. Following centrifugation, the flow through was removed, the RNA washed once with RW1 buffer and DNA treatment was performed using the RNase-Free DNase Set (Qiagen, cat no 79254) according to the manufacturer’s instruction. Due to DNA contamination, this step was performed twice or samples were run through gDNA Eliminator Spin Columns twice after the elution step. Afterwards, the RNA membrane was washed with RW1, RPE and 80% ethanol. Finally, RNA was eluted in 15 µL RNase-free water and RNA samples were stored at − 80 °C until further use.

#### RNA quality assessment

RNA concentration and purity was measured using ND-1000 Nanodrop spectrophotometer (Thermo Scientific, Wilmington, USA) by measuring absorbance at 260 and 280 nm (A260, and A280 respectively). Purity of RNA was determined using the A260/A280 ratio; a ratio approximating 2 was considered to be indicative of pure RNA. RNA integrity was confirmed with the High Sensitivity RNA ScreenTape system (Agilent Technologies). A RNA integrity number (RIN) greater than 7 was considered appropriate for qPCR and RNAseq analysis.

#### RNA sequencing analysis

Total RNA was processed using NEBNext Ultra Directional RNA Library Prep Kit by Novogene (Novogene Europe) to generate cDNA libraries according to the manufacturer’s instructions and subsequently sequenced with an Illumina NovaSeq 6000 platform (Illumina, San Diego, USA) at a depth of 35 M reads strand-specific 150-bp paired-end per sample. Ribosomal RNA (rRNA) was depleted from samples for total RNAseq, using biotinylated, target-specific oligonucleotides with Ribo-Zero rRNA removal beads.

#### Processing of next-generation sequencing data and differential expression analysis

Raw data is deposited in the Gene Expression Omnibus under the study accession number GSE181221 (https://www.ncbi.nlm.nih.gov/geo/). For each sample, a set of expression estimates, as transcripts per million (TPM), were obtained using the high speed transcript quantification tool Kallisto^77^ as previously described^78,79^. Raw sequencing reads were processed to remove adaptors and poor-quality sequences (Q25 and below) using the Cutadapt program^80^. Quality control of trimmed data was assessed using FASTQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) and Multiqc^81^. Kallisto (0.46.0.1) was ran on all samples, using as its index the complete set of 59,087 predicted transcripts for the EquCab3.0 genome (ftp://ftp.ensembl.org/pub/release-99/fasta/equus_caballus/cdna/Equus_caballus.EquCab3.0.cdna.all.fa.gz) and the quantification of gene expression was calculated. The horse annotation (GTF) was obtained from Ensembl (EquCab3.0) software. For the differential analysis of count data, we used the DESeq2 method which integrates methodological advances with novel features to enable a more quantitative analysis of comparative RNAseq data using shrinkage estimators for dispersion and fold change^31^. Differentially expressed genes were then identified by applying an FDR cut off of 0.05. Analysis was performed in R *v 3.5.0* (https://www.r-project.org/).

#### Quantitative PCR (qPCR)

One microgram total RNA was converted to complementary DNA (cDNA) using the prescription NanoScript reverse transcription kit (SuperScript III First-Strand Synthesis System, Invitrogen, Cat No 18080051), according to the manufacturer's instruction. cDNA was stored at − 20 °C until further use. Transcript levels were quantified in triplicate using an MX3005P quantitative polymerase chain reaction (qPCR) system (Stratagene) with primers listed in Supplementary File 2 and qPCRBIO SyGreen Mix Lo-ROX kit (PCRBIO). Primer efficiency was validated with a standard curve of five serial dilution points and *SDHA* was used as a reference gene. 

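SDHA (ENSECAG00000000397) was 12.20 ± 0.15 at T0 and 12.27 ± 0.12 at T1 on the log2 scale in the RNA-seq values of TW derived cells from 16 horses. Its log2 fold change of 0.071 (SE 0.055, adjusted p = 0.423) did not pass, and it was higher at T1 in 11 horses.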

SDHA was used as a reference gene because it remained stable in the RNAseq data and it has previously been determined to be the most stable housekeeping gene to study equine exercise-induced stress^64,82^. Reverse transcriptase negative and “no template” control samples were included in each run as negative controls. Data were analysed using Stratagene MxPro software and relative gene expression was calculated using the 2^−ΔΔCT^ method^83^.

### Proteomic analysis

#### Protein extraction

Briefly, following sonication, an aliquot of 500 µL of untreated TW sample was concentrated to 300 µL using a SpeedVac Vacuum Concentrator, in order to increase protein yield. Samples were homogenized in label-free buffer (100 mM Tris, ph 7.6 and 4%w/v SDS) + 1% Halt Protease Inhibitor Cocktail, EDTA-Free (Thermo Scientific, cat no 87785). Following homogenization, samples were centrifuged at 20,000×*g* for 20 min at 4 °C. The supernatant containing the solubilized protein was removed and stored at − 80 °C. Protein concentration of samples was determined using a Micro BCA Protein Assay Kit (Thermo Scientific™, cat no 23235) according to the manufacturer’s instructions. Finally, total protein analysis was carried out for quality control purposes and to determine equivocal protein load between samples. Samples were separated by electrophoresis on gradient gels (NuPAGE 4–12% Bis–Tris Protein Gels, 1.0 mm, 12-well, Fisher Scientific, cat no NP0322BOX) and stained with InstantBlue™ Protein Stain (Expedeon Ltd, cat no ISB1L) as previously described^84^. The stained gel was then imaged using the LICOR Odyssey imager to visualise and quantify the total protein load within each lane of the gel using associated Image Studio Software.

#### Sample preparation for LC–MS

Samples of animals collected at T1 and T0 were pooled and analysed in the Mass Spectrometry Facility at the Roslin Institute (https://www.ed.ac.uk/roslin/facilities-resources/proteomics-and-metabolomics-facility). Note samples from Horses 3, 7 and 12 were not included in the proteomic analysis for time point T0 and T1, because insufficient protein material was isolated. The protein samples (T0 and T1) were then reduced with dithiothreitol and alkylated with iodoacetamide prior to tryptic digestion on S-TRAP (Protifi, USA) cartridges following the manufacturer’s protocol. The resulting peptides were cleaned up and labelled by reductive di methylation on Solid Phase Extraction cartridges.

Stable isotopic reductive dimethylation of the resulting peptides was performed on OASIS HLB columns (Waters) following standard methods^85^. The peptides were acidified by addition of trifluoroacetic acid to 0.1% (v/v) before loading onto conditioned OASIS HLB columns. Peptides from T0 and T1 samples were labelled with ‘light’ and ‘heavy’ labelling reagents, respectively. The ‘light’ buffer consisted of 0.8% (w/v) formaldehyde and 0.12 M sodium cyanoborohydride carrying hydrogens in their natural isotopic distributions in triethyl ammonium bicarbonate (TEAB) buffer. ‘Heavy’ buffer consists of 0.8% (w/v) deuterated formaldehyde and 0.12 M sodium cyanoborohydride in TEAB buffer. The bound peptides were washed and eluted with 0.1% (v/v) trifluoroacetic acid in 70% (v/v) acetonitrile. The eluted peptides were concentrated using a speed vacuum concentrator. The labelled ‘light’ and ‘heavy’ peptides were mixed together before fractionation by strong cation exchange chromatography on a Polysulphoethyl A column (PolyLC Inc USA). Fractions were desalted on Stage-Tip columns^86^. Each fraction of peptides was loaded onto an Acclaim PepMap100, C_18_, 3 μm, 100 Å, 75 μm (internal diameter) × 50 cm column using an UltiMate RSLCnano LC System (Dionex).

#### LC–MS analysis

The peptides eluted by reversed-phase chromatography were analysed by a micrOTOF-Q II mass spectrometer (Bruker) following earlier method with minor modifications^87^. Spectral data were processed by PoteinScape server 3.1 (Bruker) software and the resulting peak lists were searched using Mascot 2.4 server (Matrix Science) against Uniprot Horse (Equus Caballus) sequence database containing 44,472 entries (https://www.uniprot.org/proteomes/UP000002281). Carbamidomethylation of cysteine was used as a fixed modification and oxidation of methionine and light and heavy dimethylation of N-terminus and lysine were chosen as variable modifications. False discovery rate was limited to < 1% for peptide IDs after searching decoy databases. Dimethyl quantification was performed by using WARPLC plugin (Bruker) on Proteinscape 3.1 server to integrate extracted ion chromatogram of every precursor. Peptide ratios were normalized based on setting overall peptide median ratio at 1, which corrects for unequal protein sampling and a coefficient of variability of peptide ratios were also determined for each quantified proteins.

### Gene ontology and pathway analysis

Identification of enriched KEGG pathways in the upregulated and downregulated gene lists was performed with DAVID (v6.8)^20^. Pathway analysis was performed using Ingenuity Pathway Analysis^21^ to infer the functional roles and relationships of the differentially expressed genes based on the log2 fold change value of each gene.

### Statistical analysis

Descriptive statistics were performed using R *v. 3.5.0* (https://www.r-project.org/). After testing for normality, a one-sample t-test was employed to identify differences in cells between time point T0 (rest) and time point T1 (training). Statistical significance was assumed at p < 0.05. Numeric results are presented as mean ± SEM.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

Supplementary Information 3.

Supplementary Information 4.

Supplementary Information 5.

Supplementary Information 6.

Supplementary Information 7.

Supplementary Information 8.

# Supplementary material for: Training associated alterations in equine respiratory immunity using a multiomics comparative approach
**Source:** Sci Rep. 2022 Jan 10;12:427. doi: 10.1038/s41598-021-04137-3
**Supplement:** Supplementary file 2 — Supplementary Information 2.

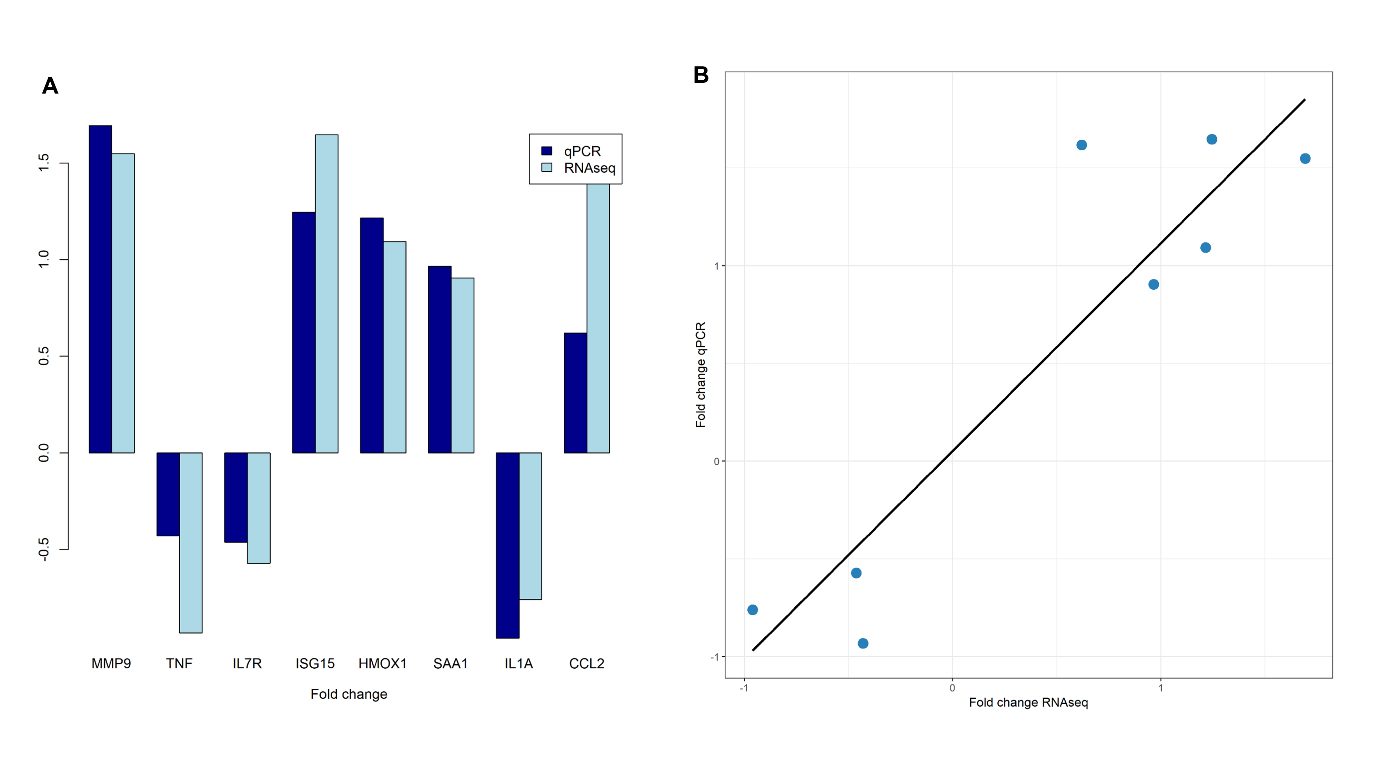

***Expression profile of RNAseq and qPCR data.*** *Expression profile of RNAseq and qPCR data for selected genes were compared using the same samples.* **A)** *The data are consistent with the results of RNA-seq analysis for these genes in the same samples, where MMP9, ISG15 and HMOX1 were upregulated and TNF and IL7R were downregulated. Expression was normalized using SDHA* *as a reference gene in qPCR. Results represent mean values and are expressed as Log2 values of the fold change* and are representative of five biological replicates. **B)** *RNA-seq and qPCR Log2 values of the fold change were significantly correlated with a correlation coefficient r = 0.92 (Pearson correlation test) and P value = 0.004).*

***Primers used in this study***

| **Target** | **Primer orientation** | **Primer Sequence (5’-3’)** | **Size (bp)** |
| --- | --- | --- | --- |
| TNF | F | ATCTACTCCCAGGTCCTCTTC | 129 |
|  | R | CGTGTTGGCAAGGCTCTT |  |
| MMP9 | F | TTGACTCCACAGTGAACGGG | 120 |
|  | R | CAGGCTGTATCCTTGGTCGG |  |
| IL7R | F | TCCTCCGCAACTAGATGATTC | 109 |
|  | R | CTCTCCTCCGAAAGTTTTTGG |  |
| ISG15 | F | CAGTTCTGGCTGACTTTCGA | 102 |
|  | R | CAGGCGCAAGTTCATGTACA |  |
| HMOX1 | F | TGGCTTCTTCCTTTGGGCAT | 108 |
|  | R | TGCTTGTTGGTTGGGGAAGA |  |
| SAA1 | F | CCTGGGCTGCTAAAGTCATC | 127 |
|  | R | AGGCCATGAGGTCTGAAGTG |  |
| IL1A | F | ATGAGGATCGTCAACCACCA | 119 |
|  | R | TTCACTGCGTCGTCCAGATT |  |
| CCL2 | F | CAACAACTCTCAGGCCGAA | 262 |
|  | R | ATCTCCTTGGCCAATATGGTCT |  |
| SDHA | F | GGACAGAGCCTCAAGTTTGG | 116 |
|  | R | GTATCATATCGTAGAGACCTTCCATA |  |

How the deposited data were processed for this re-analysis (not part of the article)

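TW derived cells of 16 Thoroughbred racehorses were sequenced at rest (T0) and in training (T1), which gave 32 libraries, 1 per horse and time point. The paper pairs the time points by horse. At T1, horses 2, 3 and 10 formed the High N group by cytology, and horses 4, 9, 10, 11 and 16 were unaffected by EIPH.

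The authors trimmed reads with cutadapt, checked them with FastQC and MultiQC, and quantified them with kallisto 0.46.0.1 on transcripts of the EquCab3.0 genome. The authors tested differential expression with DESeq2. The table used here holds 21357 genes in 32 libraries. It is titled as raw counts, but its values are not whole numbers, go below 0 and have a spread that falls to near 0 for the lowest genes. They are on a log2 scale, adjusted for library size by the authors and shrunk toward the mean of the gene at low expression. The step that made them is not named in the sources used here. The readable part of the expression sheet in Supplementary Data 1 holds the same values, rounded. Values taken back from the log2 scale summed to between 2.50e+07 and 3.90e+07 per library. The paper's methods state 1 depth for all samples. The table gives no counts, so the depth that each library reached cannot be read from it, and no interval or floor that needs counts is given. Of the genes, 1899 were at 0 in every library and were left out, which left 19458.

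A count test had been planned, and it was replaced once the unit of the values was known, because the values are not counts. The comparisons were made with limma 3.58.1 in R 4.3.3, with empirical Bayes moderation and a mean-variance trend, on the log2 values and with the groups and covariates as planned. Genes needed a mean log2 value of at least 3 over the libraries compared. This minimum was set after the unit was known, and the counts of differentially expressed genes for several minimums were printed together when it was set. Fold changes are differences on this log2 scale and understate the change of genes with low expression. They were also smaller than the paper's in genes with high expression, such as PLEK (1.61 against 2.08 for High N at T1). The FDR threshold was 0.05 by the Benjamini-Hochberg method.

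Training was tested in all 32 libraries with the horse as replicate block. The High N horses (3) were compared with the others (13) at T1 and, separately, at T0. EIPH-affected horses (11) were compared with unaffected ones (5) at T1. Interactions of the time point with both groupings were tested with the horse as block. Recovery of each design was tested in simulated values, drawn from the fitted means and spread of each gene with independent Gaussian noise. In the training design, 43.9% of genes changed by 0.5 log2 units and 89.2% of those changed by 1 were recovered, with 6.94% false calls. The simulation left out structure shared between libraries and genes, so these rates may not hold in the real values.

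For gene sets, 32 lists were fixed in advance, covering interferon response, antigen presentation, cell types, stress, inflammation, remodelling, apoptosis, DNA repair, proliferation, ribosome, mitochondria and proteasome. Of these, 2 hold only genes that the paper chose on these samples. Others hold some such genes, among them the type I interferon, MHC class I, remodelling, alternative activation, apoptosis and NRF2 lists. Those lists are not fully independent of the paper's choice. Each list was tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, and adjusted over the 32 lists. List means were compared between groups of horses with exact permutation tests. Many cell type markers are expressed in more than 1 cell type of a TW, so a list does not measure a cell share.

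Genes are named by a rule set in advance: every gene that the paper names for RNA, the 10 largest changes per direction past the threshold, and up to 4 members with the smallest p of each list. For the 10 largest changes, a mean log2 value of at least 7 took the place of the planned minimum in CPM, and for training 12 of 16 horses had to agree. Of the 10 largest decreases, 1 gene is not reported here. The values of Supplementary Data 8 had been seen when the rule was written.

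RNA fold changes were set against the ratios in the paper's protein table, which lists 802 proteins, of which 719 have a finite ratio and 260 are marked as changed. Correlations across genes were tested by permutation. The table of differentially expressed genes in Supplementary Data 1 could be read here for 1 gene only, so no overlap with it was computed.

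Alternatives covered the filter on low values, the replicate block, cell composition covariates, subsets of horses, leaving out each horse in turn, the set test, the scaling of libraries and the limma settings. Planned settings that need counts, and a correction for gene length and GC content, which needs an annotation, were not run. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The qPCR values and the proteomics of single proteins were not analysed here.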

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

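The tests on ciliated epithelium by EIPH group and on horses 2, 3 and 5 were chosen after those results were seen. The tests on ribosomal, oxidative phosphorylation and DNA repair transcripts were written down first. Horses 1, 14, 15 and 16, left out to test for a few libraries, were however picked by the second principal component of these values.

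Lists of genes whose RNA the paper does not discuss as a group changed at T1 against T0. DNA repair and damage checkpoint genes had a median log2 fold change of -0.40, with 12 of 30 downregulated and none upregulated (23 downregulated when adjusted over the list alone), including POLQ (-0.79) and ATR (-0.46), and the list mean was lower in 13 of 16 horses. Proliferation genes had a median of -0.24, with 5 of 29 downregulated, including KIF11 (-0.77). Heat shock and unfolded protein response genes had a median of 0.21, with 6 of 24 upregulated, including DNAJB1 (0.82, higher in 16 of 16 horses) and HSPA1A (0.79). The paper reports several heat shock proteins as downregulated; the RNA of 5 of these, HSPB1 (0.50), HSP90B1 (-0.27), HSPD1 (0.079), HSPA5 (-0.063) and ST13 (-0.030), did not pass. Camera gave adjusted p = 5.39e-11, 8.70e-05 and 0.000115 for these lists, and 0.192, 0.437 and 0.192 with an estimated correlation.

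Among the 5 T1 libraries of EIPH-unaffected horses, 2 list means lay far from the others. The squamous epithelium mean of horse 16 was 10.7 against 8.74 in the nearest library (gap over range 0.859), and the mean of heme and iron genes of horse 10 was 12.6 against 12.4 (gap over range 0.757), where 0.71 is the limit for 5 samples at a chance level of 0.05. Chance alone marks about 1 in 20 such groups, and 32 lists were examined.

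Ribosomal and oxidative phosphorylation transcripts were higher and DNA repair transcripts lower at T1, a contrast of list means of 0.70 (SE 0.139) that was positive in 14 of 16 horses. Without horses 1, 14, 15 and 16, whose T1 libraries lie highest on the second principal component, it was 0.54 (SE 0.130), or 77.3% of its value, which argues against a few libraries as the whole source. With neutrophil, T cell and ciliated list means as covariates it was 0.45 (SE 0.173), or 64.8%, so a changed share of these cells and a change within cells cannot be told apart: the value lies between the bounds set for the alternatives. A bias by transcript length was not testable, since only 21.1% of the members had a product size in the paper's protein table. An effect of training itself stays open as well.

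Ciliated epithelium transcripts were lower in EIPH-affected than in unaffected horses at T1, by a difference of -1.45 in the list mean. The smallest difference with 1 unaffected horse left out (horse 4) was -1.25, which argues against 1 unaffected horse as the source; affected horses were not left out. The same horses already differed by -0.74 at T0 (exact permutation p = 0.290), and the change from T0 to T1 differed by -0.71 (exact p = 0.359), so a difference present at rest and one that arose in training cannot be told apart with 11 and 5 horses. EIPH status itself stays open as an explanation.

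The T0 and T1 libraries of horses 2, 3 and 5 deviated from their time point means in opposite directions across genes (correlations of -0.51, -0.48 and -0.42), while 12 of 16 horses had a correlation above 0.1. By 100 genes that mark single horses, chosen on the other horses, the T0 library of all 3 matched its own T1 library best, which argues against mislabelled horses; with 50 genes horse 3 matched another horse better (0.393 against 0.480), and with 200 all 3 matched their own. With the ciliated list mean removed the correlations were -0.027, 0.31 and 0.12, the highest being 0.31, so opposite shifts in the share of ciliated cells may contribute but do not bring all 3 above 0. Ciliated list means went from 8.51 to 10.4 in horse 2, from 11.4 to 8.32 in horse 3 and from 10.6 to 8.20 in horse 5. No biological explanation was tested.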

How the results depend on the processing

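The shifts of all libraries to one median or upper quartile, quantile normalization, robust limma, array quality weights, the minimum of 5 in enough libraries and the sets without horses 1, 14, 15 and 16 or without horses 2, 3 and 5 were chosen after the values were seen, and the kinds of the other settings were set before the data were examined. All were run with limma, and all but the fit without a filter and those with a minimum of 5 used a minimum mean of 3. Both limma and the minimum of 3 were chosen once the unit of the values was known. The fit without a filter took the place of a planned filter on counts. Planned settings that need counts (DESeq2, the edgeR test with TMM, RLE or upper-quartile factors, a minimum in CPM) and a correction for gene length and GC content were not run.

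For training, 930 genes passed, 191 of them at 1.5-fold. Without a filter on low values these were 454 and 106, with more genes tested and the mean-variance trend fitted over them too. Which of these lowered the counts was not tested. The unpaired fit without the replicate block gave 15 and 7. Cell composition covariates with the block gave 0 and 0, with 1039 genes at an unadjusted p under 0.05, where the median absolute log2 fold change of the 930 genes fell from 0.46 to 0.31 and their median SE rose from 0.116 to 0.144. Without the High N horses 25 and 16 passed, and the 13 horses in the protein pools gave 571 and 219, of which 437 of the 571 were among the 930. Leaving out 1 horse gave 77 (without horse 6) to 1847 (without horse 9) genes, and 33 to 390 at 1.5-fold. Without horses 1, 14, 15 and 16 the counts were 0 and 0, with 905 of the 930 genes at an unadjusted p under 0.05, and without horses 2, 3 and 5 they were 67 and 39. One median for all libraries gave 519 genes (166 at 1.5-fold), and array quality weights gave 810 (88 at 1.5-fold). One upper quartile (1182), quantile normalization (1093), robust limma (956) and a minimum of 5 (1122) stayed within 1.5 times the count. Without horses 1, 14, 15 and 16 the median absolute log2 fold change of the 930 genes was 0.32 (median SE 0.108) against 0.46 (median SE 0.116), so their fold changes were smaller and not less precise. Without the High N horses it was 0.45 (median SE 0.128), without horses 2, 3 and 5 it was 0.46 (median SE 0.128), and in the 13 horses of the protein pools, where far more genes passed, 0.48 (median SE 0.127), so lower precision alone does not account for the counts. The cause of these moves was not tested. All 930 genes kept their direction with the covariates and in the subsets of 12 and 13 horses named here; without the block the fold changes are the same by construction.

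Of 192 named genes none reversed for training. The calls of 104 were lost with the covariates, of 98 without the block, of 94 without the High N horses and of 37 without a filter, and 691 of 3072 values from leaving out 1 horse lost their call while 82 gained one.

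For training, 20 lists passed in camera, 18 to 21 when 1 horse was left out, 16 in fry and 0 with an estimated correlation, where the smallest adjusted p was 0.192. With the covariates 4 lists lost their call (interferon-gamma, MHC class I, neutrophil, and secretory and basal epithelium), and natural killer and cytotoxic markers gained one with a median of 0.26. The neutrophil list mean is itself a covariate in this fit, so the loss of that call was fixed in advance. In the unpaired fit without the block 2 lists lost their call and no other list changed its call; the count of 15 genes is given above. For immediate-early genes camera turned from upward (not past the threshold, with a median of -0.064) to downward (past it, with a median of -0.21) with the covariates; the cause was not tested.

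For High N at T1, 24 genes passed. This became 13 without a filter, 43 with all 32 libraries in one fit without a horse term, and 76 with array quality weights. It became 0 (without horse 2), 2 (without horse 3) and 12 (without horse 10) when 1 High N horse was left out. The counts with one median (28), one upper quartile (26), quantile normalization (17), robust limma (24) and a minimum of 5 (24) stayed within 1.5 times. For lists, 17 passed in camera, 13 to 20 with 1 High N horse left out, and 1 (neutrophil markers) both with an estimated correlation and in fry. The median of natural killer and cytotoxic markers ranged from -0.088 (without horse 3) to 0.72 (without horse 10), so it reversed; the cause was not tested. High N at T0 and both interactions gave 0 genes in limma with and without a filter. EIPH at T1 gave 0 genes, and 2 without a filter.

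The rank correlation of RNA and protein ratios stayed between 0.0421 and 0.0716 in all planned settings that were run, with p above 0.05 in each; Pearson's r passed with matching by Ensembl gene (0.0881, p = 0.0357). Genes past the RNA test that also had a changed protein went from 4 in the same and 11 in the opposite direction to 0 and 3 in the 13 horses of the protein pools, and to 0 and 1 in the unpaired fit without the block. The table does not give the depth reached by each library, and the shrinkage of low values limits fold changes of genes with low expression.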

Differences from the paper's values

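The paper's counts at an FDR of 0.05 are larger than those found here, where the test was limma on shrunk log2 values. For training the paper's counts are 2138 genes, 1122 upregulated and 1016 downregulated, against 930, 569 and 361. Of the alternatives set before the data were examined, leaving out horse 9 came within 1.5 times of all 3 counts (1847, 1055 and 792) and leaving out horse 13 of the upregulated count (779); no other did. For High N at T1 the paper's counts are 57 genes, 54 upregulated and 3 downregulated, against 24, 24 and 0. All 32 libraries in one fit came within 1.5 times of 57 and 54 (43 and 42), and no setting made in advance reached the paper's 3 downregulated genes within 1.5 times. That fit had no term for the horse, so it treated the T0 and T1 libraries of a horse as independent.

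Supplementary Data 2 shows RNA-seq log2 fold changes, read by eye, for which the values here were closer to 0. Its legend speaks of 5 biological replicates, and which horses these are is not given in the sources used here, so the values set side by side may rest on different horses. The paper's value is about 1.5 for MMP9 against 1.09 here, about 1.6 for ISG15 against 1.15, about 1.1 for HMOX1 against 0.78, about 0.91 for SAA1 against 0.56 and about 1.6 for CCL2 against 1.08, and no setting made in advance brought these within the error (Supplementary Data 2, read by eye). For TNF the paper's value is about -0.93 against -0.68 here in Supplementary Data 2, within the error in the fit without the replicate block (-0.68, with a larger error) and in the 13 horses of the protein pools (-0.75). For IL7R (ENSECAG00000010973; another gene of that name had -0.18) it is about -0.57 against -0.41 in Supplementary Data 2, within the error without the block (-0.41, with a larger error), in the 13 horses (-0.50) and without horse 7 (-0.44), 10 (-0.46) or 12 (-0.44). For IL1A it is about -0.76 against -0.54 in Supplementary Data 2, within the error without the block (-0.54, with a larger error), in the 13 horses (-0.60), without the High N horses (-0.59) and without horse 7 (-0.59), 9 (-0.62) or 10 (-0.59). No other such setting did so, and the directions are the same for all of these genes.

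Supplementary Data 8 gives log2 fold changes with standard errors for High N at T1. All 57 genes had the same sign here, which is not independent evidence, since the paper chose them on the same samples. BATF2, IDO1, ISG20, PGLYRP1, IL1RN, CRISPLD2, TGM3 and CXCR2 (ENSECAG00000006595) differed by no more than the error. Both sets of values rest on the same horses, so this error reflects spread between horses and does not measure the gap between the methods. These genes were closer to 0 here, and so were the others named in the text, by more than the error. The paper's value is 1.85 for JAML against 1.21 (1.70 without High N horse 10), 2.23 for PDE4B against 1.70 (1.90 without horse 10), 2.09 for TREM1 against 1.61 (1.72 without horse 10), 1.52 for PLAUR against 1.12 (1.29 without horse 10) and 2.59 for IL18RAP against 1.89 (2.21 without horse 10). It is 2.08 for PLEK against 1.61 (1.65 without horse 2), 1.86 for RETN against 1.42 (1.53 without horse 2), 1.60 for SLPI against 1.16 (1.45 without horse 3), 1.42 for DDIT3 against 1.04 (1.22 without horse 2 and 1.05 without horse 3), 4.90 for MUC5AC against 3.05 (5.00 without horse 3) and 2.64 for CXCR2 (ENSECAG00000006711) against 2.03 (2.08 without horse 2 and 2.32 without horse 10). In each case the settings in parentheses, all made in advance, and no others, came within the error. For CSF3R (the paper's 2.49 against 1.81), VSTM1 (the paper's 2.29 against 1.61), DIPK2A (the paper's -1.31 against -0.84), C5H1orf141 (the paper's -1.56 against -0.98) and HHIPL2 (the paper's -5.93 against -1.73) none did.

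Of 93 tested genes that the paper names for training, 89 had the paper's direction and 51 of these passed. The paper named them from the same samples, so the shared direction is not independent evidence. The exceptions in direction were RNF19A, which the paper gives as upregulated (-0.33 here, adjusted p = 0.0473), TNFSF10, which it lists as upregulated (-0.41, adjusted p = 0.0502), and SOD1 (0.24, adjusted p = 0.319) and SOD2 (0.19, adjusted p = 0.354), which it gives as downregulated. RNF25, RNF181 and RNF183 rose here as in the paper.

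Of the 41 genes named for training that did not pass here, 34 passed in at least 1 setting, and DKK1, DRA, TNFSF10, CD69, CSF3R, SOD1 and SOD2 passed in none in the paper's direction. SIGLEC15, which was under the minimum here, passed without a filter on low values and without horse 7 or 9. Leaving out horse 9 called 22 of them (IL1A, S100A9, THOP1, TFRC, BAX, OAS1, JAK2, SHISA5, DHX58, TRAFD1, CMPK2, FMR1, AIM2, NFAT5, MAPKAPK3, MAP3K7, GIMAP7, MAP3K8, BAD, FADD, AIFM2 and TMBIM1). Leaving out horse 12 called 12 (SAA1, S100A9, OAS1, JAK2, FMR1, AIM2, NFAT5, LYZ, MAPK13, GIMAP7, MAP3K8 and BAD) and horse 13 called 12 (SAA1, BAX, OAS1, JAK2, TRAFD1, CMPK2, FMR1, TOR1B, NFAT5, MAPK13, BAD and FADD). Leaving out horse 5 called 7 (ADRA2A, JAK2, FMR1, GIMAP7, BAD, FADD and AIFM2), horse 2 called 6 (BAX, DHX58, TRAFD1, CMPK2, TOR1B and MAPKAPK3), horse 7 called MAP3K8, and the 13 horses of the protein pools called 5 (DEPP1, JAK2, AIM2, LYZ and MAP3K8). Of the paper's genes called here these fits dropped 5, 15, 18 and 21, in that order. Without horse 9 or 12 none was dropped, and without horse 13 only 1. The fits without horse 1, 3, 4, 6, 8, 10, 11, 14, 15 or 16 called none of the 41 and dropped 24 to 39. Those without a filter, the block or the High N horses called none and dropped 21, 49 and 48. The covariate fit also called none and dropped 52. Settings chosen after the values were seen also called some of them. Quantile normalization called 16, adding IL7R, NFKBIZ and TAGAP, and dropped 10 of the paper's genes called here. Upper-quartile scaling called 9 and dropped 3, a minimum of 5 called 8 and dropped 1, array quality weights called 8, adding IFI44 and AREG, and dropped 13, one median called FADD and dropped 17, and robust limma called FADD and dropped 1.

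Of the 33 genes of Supplementary Data 8 that did not pass here, 26 passed in at least 1 setting. All 32 libraries in one fit called 16, among them PGLYRP1, CXCR2, SLPI, DDIT3 and DIPK2A, and dropped 1 of the 24. Leaving out High N horse 10 called JAML and dropped 13 of the 24. Leaving out High N horse 2 or 3 called none and dropped all 24, and the fit without a filter called none and dropped 14. Of the settings chosen after the values were seen, array quality weights called 19, among them CSF3R, ISG20, BATF2, IL1RN, CRISPLD2, PLAUR and C5H1orf141, and dropped 1, one median called 4 and dropped 1, one upper quartile called 3 and dropped 1, and quantile normalization called PGLYRP1 and dropped 9. MUC5AC and HHIPL2 are among those called in none.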

Other observations

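The tests of principal components against list means, the comparisons by EIPH group of list means and the choice of genes by their stability were made after the values were seen; the splits of the samples and the comparison at T0 were planned.

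Some genes that the paper does not name changed at T1 in every fit that leaves out 1 horse. They include UPP1 (log2 fold change 0.80, adjusted p = 0.00840, higher in 15 of 16 horses), HSPA1L (0.83, adjusted p = 0.00956, higher in 16) and RPS21 (0.54). In all, 74 of the 930 genes passed in every such fit and 224 in at least 8 of 16. Proteasome subunits rose, with 12 of 34 upregulated (18 when adjusted over the list alone), a median of 0.20 and a higher list mean in 15 of 16 horses (camera adjusted p = 4.85e-08, and 0.192 with an estimated correlation), including PSMB1 (0.41) and PSMC4 (0.38). Eosinophil, basophil and mast cell markers were lower, with a median of -0.42 over 7 genes, none past the test (2 when adjusted over the list alone) and a lower list mean in 12 horses (camera adjusted p = 0.00261, and 0.192 with an estimated correlation). Of 14 secretory and basal epithelium markers, SCGB1A1 rose (0.83, adjusted p = 0.0300), with a median of 0.43 (camera adjusted p = 0.0457, and 0.657 with an estimated correlation). Squamous epithelium (median 0.42, adjusted p = 0.0544), natural killer and cytotoxic (median 0.052, adjusted p = 0.396), ciliated epithelium (median -0.046, adjusted p = 0.604) and immediate-early genes (adjusted p = 0.897) did not pass in camera; the immediate-early genes had a negative median and mean (-0.0074) while the test statistic was positive.

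At T0, before training, the horses that later had high neutrophil numbers already had a mean of 9.20 ± 0.16 (SD, n = 3) for neutrophil markers against 8.67 ± 0.33 (n = 13) in the others, a difference of 0.53 (exact permutation p = 0.0196, and 0.286 after adjustment over 32 lists). At T1 the difference was 1.06, and the change from T0 to T1 differed by 0.53 (exact p = 0.164, adjusted p = 0.982). No single gene passed at T0 in limma, with 493 at an unadjusted p under 0.05 and a smallest adjusted p of 0.284.

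No gene passed for the interaction of training with High N (172 at an unadjusted p under 0.05) or with EIPH (218). Each comparison was set against other splits of the samples, 100 with the real one. For training 930 genes passed, against at most 0 in the other exchanges of time labels within horses. Only 1 of 100 reached the count, the real one, which argues against chance. For High N at T1, 24 genes were reached by 3 of 100 splits with the real one, without adjustment over the comparisons. The High N count was 0 without horse 2, so this test does not exclude chance for it. The highest other split of the T1 libraries called 1544 genes, many times the real count, which points to a structure of the samples other than the High N group. Chance could not be excluded, by genes at an unadjusted p under 0.05, for the High N horses at T0 (493, highest other 4282, 30 of 100 as large), EIPH at T1 (2680, highest other 4435, 5 of 100), the interaction with High N (172, highest other 4255, 75 of 100) or that with EIPH (218, highest other 3832, 66 of 100); here too the highest splits point to a structure of the samples.

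The first principal component of the tested genes held 48.4% of the variance and the second 13.3%. Over the 16 horses, the first followed the mean of ciliated epithelium markers, with r = -0.978 and rho = -0.971 at T0 and r = -0.972 and rho = -0.959 at T1 (permutation p = 1.00e-05 for each, adjusted p = 0.000256 for r and 0.000320 for rho over 128 relations). Without the 2 horses farthest from the median, r was -0.971 at T0 and -0.967 at T1. The second followed DNA repair genes at T1 (r = -0.814, permutation p = 0.000240, adjusted p = 0.00181; rho = -0.900, permutation p = 3.00e-05, adjusted p = 0.000640; r = -0.813 without 2 horses) and less at T0 (r = -0.478, permutation p = 0.0645, adjusted p = 0.145; rho = -0.471, permutation p = 0.0675, adjusted p = 0.147; r = -0.217 without 2 horses). The difference between T1 and T0 was not tested. DNA repair genes were not alone: across all 32 libraries the second component had r = -0.853 with them. It had r = 0.822 with NRF2 and antioxidant genes and r = 0.786 with the ubiquitin and MAPK genes. The components were computed with the genes of these lists included. Of the T0 libraries, 6 of 16 had the T1 library of the same horse as their best match, and the median correlation across genes between the deviations of a horse at T0 and T1 was 0.345.

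In EIPH-affected horses at T1, secretory and basal epithelium markers had a median log2 fold change of -1.03 (camera adjusted p = 0.000153), proliferation genes of 0.37 (adjusted p = 7.74e-05) and heat shock genes of 0.28 (adjusted p = 0.000211). In all 21 lists passed in camera with the preset correlation, and none passed with an estimated correlation or in fry.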
